# Neurotropin Inhibits Lipid Accumulation by Maintaining Mitochondrial Function in Hepatocytes via AMPK Activation

**DOI:** 10.3389/fphys.2020.00950

**Published:** 2020-08-06

**Authors:** Qinglan Wang, Zhijun Wang, Mingyi Xu, Wei Tu, I-Fang Hsin, Aleksandr Stotland, Jeong Han Kim, Ping Liu, Mitsuru Naiki, Roberta A. Gottlieb, Ekihiro Seki

**Keywords:** AMPK, fatty liver, mitochondria, lipid metabolism, liver

## Abstract

The accumulation of lipid droplets in the cytoplasm of hepatocytes, known as hepatic steatosis, is a hallmark of non-alcoholic fatty liver disease (NAFLD). Inhibiting hepatic steatosis is suggested to be a therapeutic strategy for NAFLD. The present study investigated the actions of Neurotropin (NTP), a drug used for chronic pain in Japan and China, on lipid accumulation in hepatocytes as a possible treatment for NAFLD. NTP inhibited lipid accumulation induced by palmitate and linoleate, the two major hepatotoxic free fatty acids found in NAFLD livers. An RNA sequencing analysis revealed that NTP altered the expression of mitochondrial genes. NTP ameliorated palmitate-and linoleate-induced mitochondrial dysfunction by reversing mitochondrial membrane potential, respiration, and β-oxidation, suppressing mitochondrial oxidative stress, and enhancing mitochondrial turnover. Moreover, NTP increased the phosphorylation of AMPK, a critical factor in the regulation of mitochondrial function, and induced PGC-1β expression. Inhibition of AMPK activity and PGC-1β expression diminished the anti-steatotic effect of NTP in hepatocytes. JNK inhibition could also be associated with NTP-mediated inhibition of lipid accumulation, but we did not find the association between AMPK and JNK. These results suggest that NTP inhibits lipid accumulation by maintaining mitochondrial function in hepatocytes via AMPK activation, or by inhibiting JNK.

## Introduction

The prevalence of non-alcoholic fatty liver disease (NAFLD) has dramatically increased in the last decade, and NAFLD has become one of the most common health concerns associated with metabolic syndrome, affecting 25% of the adult populations in Western and Asian countries (Fan et al., 2017; Friedman et al., 2018). NAFLD is often associated with obesity, diabetes, cardiovascular disease, hypertension, and metabolic syndrome (Friedman et al., 2018) but also affects 8–19% of non-obese Asians (Fan et al., 2017). The disease spectrum of NAFLD ranges from simple steatosis to steatosis with hepatocyte ballooning, liver inflammation, and fibrosis, referred to as non-alcoholic steatohepatitis (NASH). Approximately 20–25% of NAFLD patients develop NASH, which may progress to fibrosis and cirrhosis (Friedman et al., 2018; Younossi et al., 2018). Fibrosis is the most critical determinant of the prognosis of patients with NASH. Notably, the pathological conditions of NAFLD, even without cirrhosis, significantly increase the incidence of hepatocellular carcinoma (Friedman et al., 2018). Although current phase 3 clinical trials for NAFLD/NASH are targeting specific molecular pathways, including FXR, ASK1, CCR2/CCR5, and PPARα/δ, no effective drugs have been approved by the United States Food and Drug Administration (Friedman et al., 2018). However, existing drugs, for which the safety data are available, can be repurposed for new indications, thereby saving time and cost. The goal of the present study was to investigate the potential to repurpose the drug Neurotropin (NTP) for the treatment of NAFLD through the *in vitro* model.

Neurotropin is a non-protein extract from inflamed rabbit skin following the administration of vaccinia virus. It has been widely used as an analgesic in Japan and China for more than 50 years for the treatment of chronic pain conditions, such as low back pain, cervico-omo-brachial syndrome, and frozen shoulder syndrome, and neuropathic pain conditions, such as postherpetic neuralgia and hyperesthesia of subacute myelo-optic neuropathy (Inagaki et al., 1990; Zhu et al., 2017). The analgesic effect of NTP is mediated by the activation of the descending pain inhibitory system (Okazaki et al., 2008) and by the induction of brain-derived neurotrophic factor (Ishikawa et al., 2015). Notably, NTP is also cytoprotective against neurodegeneration and neuropathy from anticancer chemotherapy-induced neurotoxicity (Kawashiri et al., 2009) and TNFα- and IL-1β-induced hepatocyte apoptosis (Zhang et al., 2014). Furthermore, NTP inhibits several inflammatory pathways, including NF-κB, JNK, ERK, and p38 MAPK pathways in neurons, microglia, and hepatocytes (Zhang et al., 2014; Nishimoto et al., 2016; Fang et al., 2017; Zheng et al., 2018), and suppresses the induction of TNFα, IL-6, and COX-2 by IL-1β and LPS in intervertebral disk cells, microglia, and hepatocytes (Yoshida et al., 2008; Zhang et al., 2014; Zheng et al., 2018). These anti-inflammatory and cytoprotective effects may be beneficial for patients with NASH, which is driven by inflammation in the liver.

One therapeutic strategy for NASH involves inhibiting the formation and accumulation of lipid droplets in the cytoplasm of hepatocytes, or hepatic steatosis (Loomba et al., 2017), which is also a hallmark of NAFLD (Zhang et al., 2014). Fatty acid β-oxidation in mitochondria is crucial for hepatic lipid metabolism (Mansouri et al., 2018). However, lipid accumulation in hepatocytes induces mitochondrial damage and stimulates the production of mitochondrial reactive oxygen species (mtROS), which exacerbates mitochondrial damage and impedes β-oxidation. A recent study demonstrated that NTP increases the mitochondrial membrane potential (MMP) and suppresses ROS production in neurons to protect them against damage induced by the amyloid β (25–35) peptide (Fang et al., 2017). Thus, we hypothesized that NTP might prevent hepatic steatosis and inflammation by preventing mitochondrial damage in hepatocytes induced by cellular stresses, such as the exposure to cytotoxic free fatty acids (FFAs). Indeed, we found that NTP inhibited lipid accumulation and mtROS production and enhanced mitochondrial respiration and β-oxidation. Intriguingly, NTP activated 5’ AMP-activated protein kinase (AMPK) and the related peroxisome proliferator-activated receptor (PPAR) γ coactivator-1β (PGC-1β), which were responsible for the beneficial effect of NTP on mitochondrial functions. The results from this study indicate that NTP may prevent NAFLD progression by inhibiting hepatocyte lipid accumulation via activating AMPK and maintaining mitochondrial quality.

## Materials and Methods

### Reagents

Neurotropin (NTP) was provided by Nippon Zoki Pharmaceutical Co., Ltd (Osaka, Japan). Tetramethylrhodamine (TMRM) was purchased from Anaspec (Fremont, CA, United States). MitoSOX red was purchased from Invitrogen (Carlsbad, CA, United States). Sodium palmitate, linoleic acid sodium salt, the AMPK inhibitor (Compound C; 6-[4-(2-Piperidin-1-ylethoxy) phenyl]-3-pyridin-4-ylpyrazolo [1,5-a]pyrimidine, Sigma-Aldrich, St. Louis, MO, United States), SP600126 (JNK inhibitor), and the antibody for β-actin were purchased from Sigma-Aldrich (St. Louis, MO, United States). TG kits were from Pointe Scientific Inc (Canton, MI, United States). Antibodies against AMPK, phospho-AMPK, JNK, and phospho-JNK were purchased from Cell Signaling (Danvers, MA, United States). Control scramble siRNA (#12935300) and *Ppargc1b* siRNA (#AM16708) were purchased from Thermo Fisher Scientific (Waltham, MA, United States).

### Hepatocyte Isolation and Treatment

Primary hepatocytes were isolated from wild-type C57BL/6 mice (Jackson Laboratory, Bar Harbor, ME, United States) using the *in situ* collagenase perfusion method described previously (Yang et al., 2013) and seeded on collagen I (BD Biosciences, San Jose, CA, United States) coated plates. All mice received humane care according to the National Institutes of Health recommendations outlined in their Guide for the Care and Use of Laboratory Animals. All animal experiments were approved by Cedars-Sinai Medical Center Institutional Animal Care and Use Committee. Cells with >90% viability were used for the experiments. Cells were cultured in Dulbecco’s modified Eagle medium (DMEM) containing 10% fetal bovine serum (FBS) for 4 h. The concentrations of NTP used in this study have been determined in our previous study that showed the anti-apoptotic effect of NTP (Zhang et al., 2014). For experiments using siRNAs, scramble siRNA (50 nM) or *Ppargc1b* siRNA (50 nM) was transfected using lipofectamine RNAiMAX (Thermo Fisher Scientific, Waltham, MA, United States) according to the manufacturer’s protocol. To confirm the efficacy of the knockdown of *Ppargc1b*, we measured mRNA levels after 24 h of the transfection by qPCR, which was shown in Figure 7A. After 24 h of the transfection, the cells were treated with NTP (0.2 or 0.4 NTP units:NU/ml) or compound C (5 μM) (0.05% DMSO was used as vehicle control) (Liu et al., 2014) for 1 h followed by 200 μM PA or 12 μM LA for an additional 24 h. The bioactive concentration of compound C was determined in the previous study (Liu et al., 2014). For other experiments, 4 h later, the medium was changed to serum-free DMEM overnight, and the cells were then treated with NTP (0.2 or 0.4 NU/ml), compound C (5 μM), or SP600125 (20 μM) for 1 h, followed by 200 μM PA or 12 μM LA for an additional 24 h.

### Oil Red O Staining

After treatment, primary hepatocytes were washed twice with phosphate-buffered saline (PBS), fixed with 10% neutral-buffered formalin for 1 h, and then stained with Oil red O solution for 10 min at room temperature, followed by washing in H_2_O three times. Cell images were captured with a Leica DMi8. After image capturing, isopropanol was added to each well, and the extracted dye was measured at 500 nm for quantification. The Oil red O values were normalized to the optical density (OD) of MTT [3-(4,5-dimethyl-2-thiazolyl)-2,5-diphenyl-2H-tetrazolium bromide].

### Total Cellular TG Content Measurement

Total cellular TG levels of primary hepatocytes were determined using TG GPO liquid reagent sets (Pointe Scientific Inc.) according to the manufacturer’s protocol. The total protein concentration was measured by BCA (Thermo Fisher Scientific, Waltham, MA, United States) assay according to the manufacturer’s protocol. TG content was normalized to the total protein concentration and expressed as micrograms per micrograms protein.

### RNA-Seq Sample Preparation and Sequencing

Total RNA was extracted from primary hepatocytes using TRIzol and purified using a NucleoSpin RNA kit according to the manufacturer’s instructions. RNA concentration, purity, and integrity were measured with an Agilent 2100 BioAnalyzer (Agilent Technologies). Beijing Genomics Institute performed the RNA sequencing, as previously described (Lv et al., 2016). RNA libraries were prepared for sequencing via an Illumina HiSeq 4000 using standard BGISEQ-500 protocols.

### RNA-Seq Data Analysis

HISAT (Kim et al., 2015) and Bowtie2 (Langmead et al., 2009) were applied to align sequencing reads to the reference gene and reference genome, respectively. The relative gene expression [reads per kilobase per million (RPKM)] was quantified using RSEM (Li and Dewey, 2011). The NOISeq non-parametrical statistical method (Tarazona et al., 2011, 2015; Carcel-Trullols et al., 2012; Chen et al., 2013; Durban et al., 2013; Ferreira et al., 2013; Liu et al., 2013; Shearman et al., 2013; Xia et al., 2013; Zhu et al., 2013; Su et al., 2014) was used to screen the differentially expressed genes (DEGs) between two groups according to the following default criteria: fold change of ≥1.5 and diverge probability of ≥0.95. A Venn diagram was used to depict common DEGs between different groups. The commonly changed genes by NTP in PA- and LA-treated cells were subjected to GO analysis using the David database (Huang Da et al., 2009). A DEG-GO term network was constructed using Cytoscape v3.1.1. The heatmap of the expression profile of DEGs was constructed by multiExperiment Viewer (Mev) v4.6 software. RNA-seq data have been uploaded to the GEO (accession no. GSE132251).

### Measurement of MMP

Mitochondrial membrane potential was examined by using TMRM, a cell-permeant, cationic red fluorescent dye. After treatment, primary hepatocytes were incubated in DMEM containing TMRM (100 nM) for 30 min, followed by washing with PBS twice. TMRM fluorescence intensity was measured by a microplate reader at excitation/emission wavelengths of 488/560 nm. The values were normalized to the OD of MTT.

### Measurement of mtROS Production

Mitochondrial reactive oxygen species production was measured by MitoSOX red (Invitrogen) according to the manufacturer’s protocol. Briefly, after treatment, primary hepatocytes were washed once with Hanks balanced salt solution and then incubated with MitoSOX red for 15 min, followed by washing twice with PBS. The fluorescence intensity was measured by a microplate reader at excitation/emission wavelengths of 510/580 nm. The values were normalized to the OD of MTT.

### Measurement of Mitochondrial Respiration

Mitochondrial respiration was examined by measuring the OCR using the Seahorse XF24 extracellular flux analyzer (Seahorse Bioscience, Billerica, MA, United States). Primary hepatocytes were seeded in DMEM containing 10% FBS at a density of 2 × 10^4^ cells/well in XF24 cell culture plates (Seahorse Bioscience). Four hours later, the cells were treated with NTP in serum-free medium for 24 h at 37°C with 5% CO_2_. Before the assay was started, the medium was replaced with bicarbonate-free low-buffered medium (Seahorse Bioscience) containing 25 mM glucose, 2 mM glutamine, 1 mM sodium pyruvate (pH 7.4) and the plates were preincubated in the absence of CO_2_ at 37°C. After calibration, the plates were placed into the XF24 extracellular flux analyzer, and the OCR was evaluated by sequential injection of 1 μM oligomycin, 1 μM carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP), and 0.5 μM rotenone/antimycin A. Then OCR was automatically calculated by the Seahorse XF24 analyzer. The OCR values were normalized to total protein concentration.

### Measurement of FAO

Fatty acid oxidation was measured using the XF PA-bovine serum albumin (BSA) FAO substrate with the XF Cell Mito stress test according to the manufacturer’s protocol. Primary hepatocytes were seeded in DMEM containing 10% FBS at a density of 2 × 10^4^ cells/well in XF24 cell culture plates (Seahorse Bioscience). Four hours later, the culture medium was replaced with a substrate-limited medium with or without NTP. Twenty-four hours later, the medium was replaced with FAO assay medium and incubated in the absence of CO_2_ at 37°C for 45 min. Then, the plate was placed into the XF24 extracellular flux analyzer, and the OCR was evaluated by sequential injection of palmitate-BSA or BSA (175 μM), oligomycin (5 μM), FCCP (8 μM), and rotenone/antimycin A (0.5 μM). Then OCR was automatically calculated by the Seahorse XF24 analyzer. The OCR values were normalized to total protein concentration.

### Examination of Mitochondrial Turnover by MitoTimer

Mitochondrial turnover was analyzed by measuring the green and red fluorescence intensities in HepG2 cells stably transfected with pMitoTimer (Hernandez et al., 2013). HepG2 cells were pretreated with NTP for 1 h, followed by treatment with 200 μM PA or 12 μM LA for another 24 h. For siRNA experiments, the cells were incubated with scramble siRNA or 50 nM *Ppargc1b* siRNA for 24 h before NTP treatment. The green fluorescence intensity (476 nm) and red fluorescence intensity (589 nm) were measured by a fluorescent microplate reader. The values were normalized to the OD of MTT.

### Western Blot Analysis

The cells were harvested and homogenized in a lysis buffer [50 mM Tris–HCl (pH 8.0), 5 mM EDTA, 150 mM NaCl, 0.5% Nonidet P-40, 0.5 mM phenylmethylsulfonyl fluoride, and 0.5 mM dithiothreitol] for 30 min at 4°C. The protein concentration was determined using a bicinchoninic acid protein assay kit (Thermo Scientific). Equal amounts of protein (30 μg) were separated by 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis and then transferred to a nitrocellulose membrane. The membrane was blocked with 5% BSA/PBS at room temperature for 1 h and then incubated with primary antibody at 4°C overnight, followed by incubation with a secondary antibody conjugated to horseradish peroxidase. The immunocomplexes were visualized with enhanced chemiluminescence kits (Amersham Biosciences). The band intensity was quantified by Image J software (NIH). Four biologically independent samples/group were used for the quantification.

### qPCR

Total RNA from cells was extracted using TRIzol RNA isolation reagent (Invitrogen) and reverse-transcribed to cDNA using a high-capacity cDNA reverse transcription kit (Applied Biosystems). qPCR was performed using iTaq Univer SYBR green Supermix 1000 (Bio-Rad) on a CFX96 real-time PCR system (Bio-Rad). The mouse-specific primers for qPCR are as follows: *Cox7c* forward primer, 5′-ATG TTG GGC CAG AGT ATC CG-3′; *Cox7c* reverse primer, 5′-ACC CAG ATC CAA AGT ACA CGG-3′; *Cox8a* forward primer, 5′-TTC CTG CTT CGT GTG TTG TC-3’; *Cox8a* reverse primer, 5′-GAT TGC AGA AGA GGT GAC TGG-3′; *Ppargc1b* forward primer, 5′-TCC TGT AAA AGC CCG GAG TAT-3′; *Ppargc1b* reverse primer, 5′-GCT CTG GTA GGG GCA GTG A-3′; β-actin forward primer, 5′-GGC TGT ATT CCC CTC CAT CG-3′; β-actin reverse primer, 5′- CCA GTT GGT AAC AAT GCC ATG T-3′. β-actin was used as an internal control for normalization.

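The positions of these primers were found by matching their sequences to the GENCODE M21 transcripts of the mouse genome build GRCm38, all on the minus strand. On chromosome 13, the Cox7c forward primer lies in exon 1 from 86046656 to 86046675 and the reverse primer in exon 2 from 86045800 to 86045820, both in coding sequence, and they enclose 145 bases of the spliced transcript. Both Cox7c primers also match the transcripts of 2 other genes, Gm10012 and Gm12338. On chromosome 19, the Cox8a primers lie in exon 2, the forward primer in coding sequence from 7215445 to 7215464 and the reverse primer in the 3′ UTR from 7215261 to 7215281, with 204 bases between their outer ends. On chromosome 18, the Ppargc1b primers lie in the coding part of exon 8, from 61307461 to 61307481 and from 61307308 to 61307326, and enclose 174 bases. The β-actin primers lie in coding sequence of Actb on chromosome 5, in exon 2 from 142905584 to 142905603 and in exon 3 from 142905363 to 142905384, and enclose 154 bases. For Cox8a, Ppargc1b and Actb, no transcript of another gene matched both primers without a mismatch.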

### Statistical Analysis

Statistical analyses were performed using GraphPad Prism 7.00 software. Data are expressed as means ± standard errors of the means. Differences between the two groups were compared using a two-tailed unpaired Student’s *t*-test. Differences between multiple groups were compared using one-way analysis of variance, followed by Tukey’s *post hoc* analysis. *P-*values of <0.05 were considered significant.

## Results

### NTP Inhibits FFA-Induced Lipid Accumulation in Hepatocytes

We first investigated the protective effect of NTP against FFA-induced lipid accumulation in primary hepatocytes. Prior to the experiments, we validated whether NTP has a cytotoxic effect on primary mouse hepatocytes. We treated primary hepatocytes with NTP at the concentrations ranging from 0.1 to 1.6 NU/mL and did not find the hepatocytotoxic effect of NTP even at 1.6 NU/mL (Supplementary Figure S1). We decided to use the concentrations of NTP at 0.2 and 0.4 NTP NU/mL based on the concentrations that show the anti-apoptotic effect in our previous study (Zhang et al., 2014). Palmitate (PA) and linoleate (LA) are two major FFAs that accumulate in NASH livers (Ma et al., 2016). We treated hepatocytes with PA and LA for 24 h. One hour prior to the FFA challenge, hepatocytes were treated with 0.2 and 0.4 NTP NU/mL. Treatments with PA and LA markedly increased hepatocyte lipid contents, as demonstrated by Oil red O staining (Figures 1A,B). These increases were significantly inhibited by treatment with NTP (Figures 1A,B). Cellular lipids were also examined by measuring the cellular triglyceride (TG) content. Consistently, PA and LA treatments increased the TG content in primary hepatocytes, whereas NTP treatment significantly decreased PA- and LA-induced increases in TG content (Figure 1C). These findings demonstrate that NTP inhibits lipid accumulation in hepatocytes. In addition, NTP also showed a cytoprotective effect on PA- and LA-treated hepatocytes. The decreased cell viabilities by PA and LA treatments were recovered by NTP treatment (Supplementary Figure S2).

**FIGURE 1:**
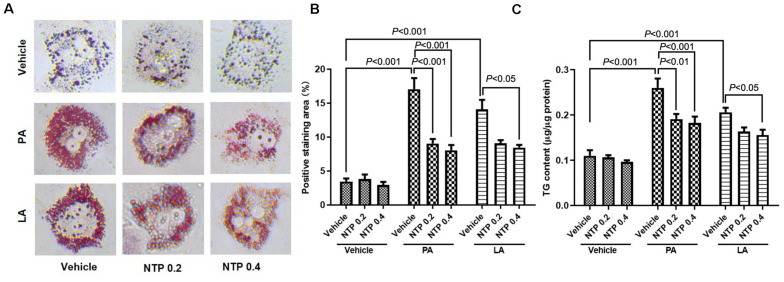
Effects of NTP on PA- and LA-induced lipid accumulation in hepatocytes. Primary hepatocytes were pretreated with NTP (0.2 or 0.4 NU/mL) for 1 h, followed by treatment with 200 μM palmitate (PA) or 12 μM linoleate (LA) for an additional 24 h. Cellular lipid accumulation was examined by Oil red O staining and measurement of cellular triglyceride (TG) content. **(A)** Representative microscopic images of Oil red O staining. **(B)** Quantification of Oil red O staining. Data are presented as the means ± standard errors of the means of 10 high power fields (×200); **(C)** cellular TG content. The values were normalized to total protein concentrations. Data are represented as mean ± SEM of triplicate. Similar results were obtained in three independent experiments. Representative results are shown.

### NTP Treatment Induces Changes in the Expression of Genes Associated With Mitochondrial Function in Hepatocytes

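Gene expression was measured by RNA sequencing of primary hepatocytes, liver parenchymal cells taken from C57BL/6 mice and kept in culture, in 5 groups of 2 libraries. The groups were Vehicle, PA (200 μM palmitate), LA (12 μM linoleate), and each FFA after pretreatment with 0.4 NU/mL NTP for 1 h, with 24 h of FFA treatment. The authors aligned the reads with HISAT and Bowtie2 and quantified each gene with RSEM, and the deposited values are the expected counts and the FPKM of each library, where an expected count is RSEM's estimate of the reads that come from a gene. The expected counts summed to 18795990 and 26900384 in the Vehicle libraries, 13142588 and 39052570 in the PA libraries, 30743849 and 31901493 in the PA+NTP libraries, 32312383 and 23696170 in the LA libraries, and 35959385 and 60046937 in the LA+NTP libraries. The largest total was 4.57 times the smallest. Replicates of a group differed by more than counting noise (chi-square of 3.69 to 15.85 per gene), so no library repeated its replicate. They were counted as separate samples because the labels give them as replicates, and the values do not show whether they came from separate cultures.

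For the comparisons that follow, the expected counts were rounded and fitted together for all 10 libraries with edgeR's quasi-likelihood test, after TMM normalization and edgeR's filter on low counts, which left 14097 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the fold threshold stated in the methods. The biological coefficient of variation common to all genes was 0.0682. With 2 libraries against 2, a single gene cannot fall below p = 0.333 in a two-sided exact permutation test, so the calls rest on the spread shared across genes and groups.

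The values of the libraries followed the GC content of the transcripts. Across the 13849 tested genes with a GC value, the deviation of a gene from its mean over the 10 libraries correlated with GC content at Spearman's rho of -0.473 and -0.485 in the PA libraries and -0.576 and -0.569 in the LA libraries. In the other 6 libraries rho was positive, from 0.348 in a PA+NTP library to 0.577 in an LA+NTP library. Genes are not independent replicates, and no p was computed for these values. The counts of genes called with each FFA and with NTP, and of those reversed by NTP, were also computed after a smooth trend on GC content had been removed from each library. Genes without a GC value were left uncorrected in this removal.

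**Figure D1:**
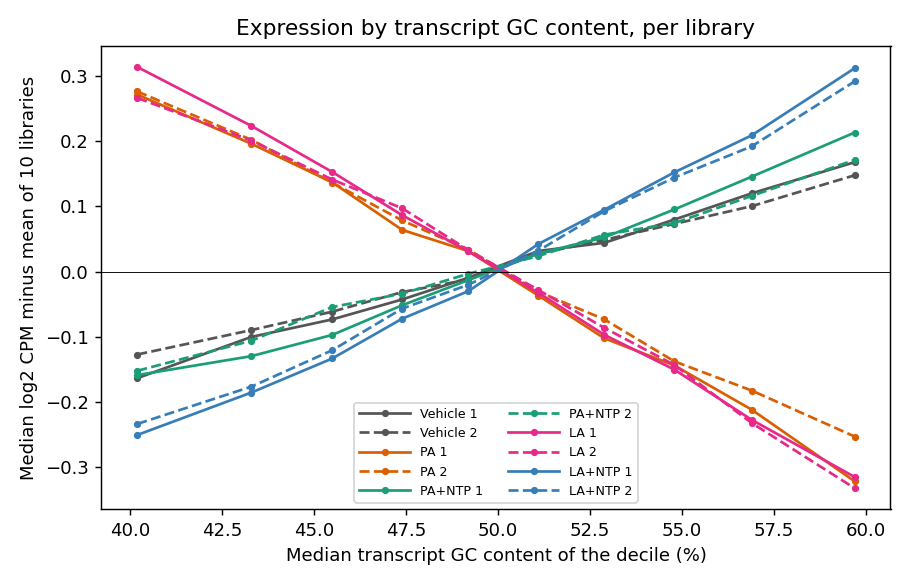
Median deviation of the log2 CPM from the mean of the 10 libraries (vertical axis) in 10 groups of genes ordered by transcript GC content (horizontal axis, %), with a line per library, solid for replicate 1 and dashed for replicate 2. The lines of the 4 PA and LA libraries fall with GC content and those of the other 6 libraries rise.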

Next, we comprehensively analyzed the changes in gene expression that may underlie the protective effect of NTP on lipid accumulation in hepatocytes. 

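With PA, 1257 of the 14097 tested genes were downregulated relative to Vehicle at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Their median log2 fold change was -0.86. Of these genes, 751 (59.8%) were also called as higher in PA+NTP than in PA, and 1204 moved upward with NTP whether called or not. Their median log2 fold change with NTP was 0.72. In the PA+NTP libraries, 127 of the 1257 genes were still called as lower than in Vehicle. The comparisons of PA with Vehicle and of PA+NTP with PA use the same PA libraries, so chance values of those libraries appear in both. In 20 simulations with no difference between any groups this sharing gave at most 1 such gene, and in 20 simulations in which the NTP groups were equal to their FFA groups it also gave at most 1. With each library left out in turn, the number of downregulated genes lay between 1090 and 1280 and the number recovered by NTP between 647 and 766. The alternative that moved these counts most was the NOISeq rule, computed here from its published definition on the FPKM, which called 1 gene as lower with PA at a probability of 0.95 and 361 at 0.8. After removal of the GC trend, 750 genes were lower with PA, 592 of them also in the list of 1257, and 325 were recovered.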

RNA sequencing (RNA-Seq) identified 1,349 genes that were downregulated by PA treatment, of which the expression of 865 was recovered by NTP treatment (Figure 2A, left). Similarly, of the 1,174 genes downregulated by LA treatment, the expression levels of 1,047 of these were recovered by NTP treatment (Figure 2A, middle). 

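LA lowered 1002 genes, with a median log2 fold change of -0.78, at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 907 of them (90.5%) were called as higher in LA+NTP than in LA. All but 3 of the lowered genes moved upward with NTP (999 of 1002), by a median log2 fold change of 0.90, and 1 was still called as lower than Vehicle in the LA+NTP libraries. The simulations of each kind gave at most 1 such recovered gene. Over all tested genes, the log2 fold changes of LA against Vehicle and of LA+NTP against LA correlated at r = -0.865, where the unchanged groups gave -0.512 on average because both contrasts use the LA libraries. Taken from contrasts with no common library, the correlation was -0.562 and -0.594. The corresponding values for PA were -0.778 with the shared libraries, -0.545 in the simulations, and -0.479 and -0.486 without a common library. These correlations are across genes, which are not independent replicates.

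In edgeR's test, 13 genes differed between LA+NTP and Vehicle and 402 between PA+NTP and Vehicle, and DESeq2 called 5 and 359. The remaining library of a group with 1 library left out was assumed to vary like the other groups. Without the first Vehicle library the 2 counts were 2 and 219, and without the second they were 0 and 250. Beside that 0 from edgeR, 1191 genes had an unadjusted p under 0.05. The count for LA+NTP was also 27 without either PA+NTP library, 5 without either LA library, and 6 and 4 without the first and the second LA+NTP library. A direct test of whether the effect of NTP differed between the FFAs called 0 genes with edgeR, where 1029 genes had an unadjusted p under 0.05. DESeq2 called 5, limma 0 on each of 3 scales of the FPKM, and edgeR without a filter on low counts 41. Without the second PA library edgeR called 5 and without the second PA+NTP library 2. Once the GC trend was removed, LA lowered 341 genes and 285 were recovered.

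**Figure D2:**
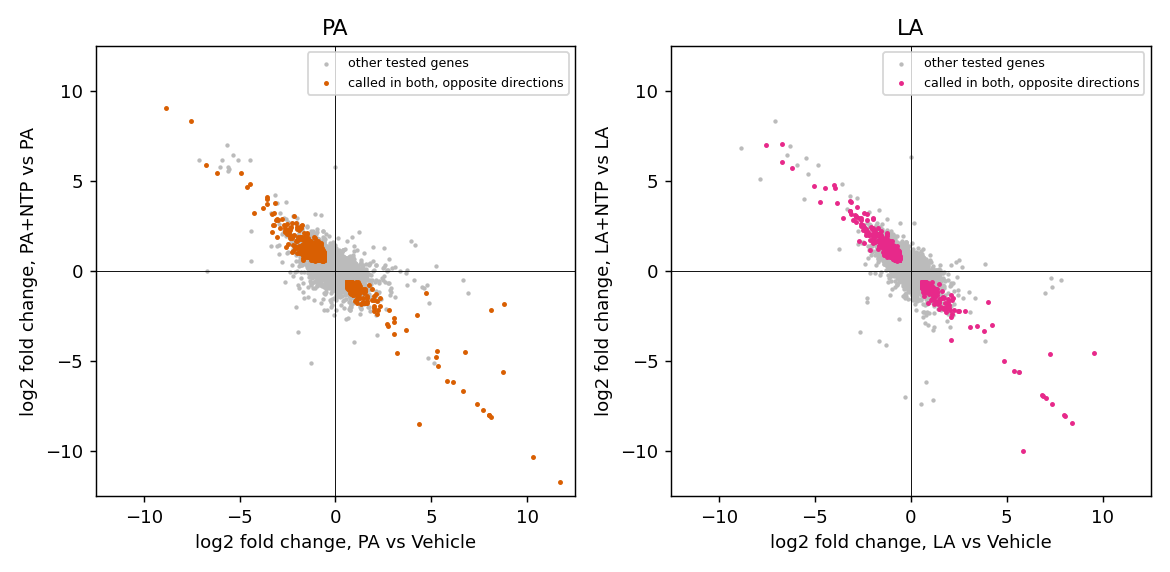
Log2 fold change with NTP (vertical axes) against the log2 fold change with the FFA (horizontal axes) for each tested gene, PA on the left and LA on the right. Colored points are genes called in both contrasts with opposite directions, and gray points are the other tested genes.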

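The lists of genes lowered by PA and by LA shared 624 genes. Of these, 516 were called as higher with NTP under both FFAs by edgeR's quasi-likelihood test, where the simulations of both kinds gave 0 in each run. Leaving out any library gave between 441 and 499 genes. The median GC content of the 516 genes was 58.1%, against 50.1% for all tested genes. With the GC trend removed, 171 genes met the same 4 criteria, 131 of them among the 516. The 385 genes that were no longer called had a median GC content of 58.9% and the 131 that were kept had 51.4%.

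Among those with a mean FPKM of at least 1, the 3 genes with the largest mean change over the 4 contrasts were Cd8b1 (gene ID 12526), Mir1892 and Snhg9. Cd8b1 had a log2 fold change of -4.93 with PA (standard error 0.30, adjusted p = 7.74e-08) and -5.03 with LA (standard error 0.29, adjusted p = 7.56e-08) from edgeR's test. NTP raised it by 5.47 and 4.74 on the log2 scale. Without the second PA library the changes with PA and with PA+NTP were -4.29 and 4.82. It was called in all 4 contrasts under every alternative except the NOISeq rule at a probability of 0.95. Its FPKM was 4.41 ± 0.09 (SD, n = 2) in Vehicle, 0.17 ± 0.08 (SD, n = 2) in PA and 0.13 ± 0.04 (SD, n = 2) in LA. The other 2 genes rested on few counts. Mir1892 had 28 counts in the Vehicle libraries and 1 in the PA libraries, a ratio of 32.0 after scaling for library size, with a 95% counting interval of 5.29 to 1310. With LA it had 2 counts, a ratio of 17.2 (4.33 to 149). Snhg9 had 19 counts in Vehicle and 2 in PA, a ratio of 10.9 (2.62 to 96.1), and 0 in LA, so that Vehicle was at least 7.76-fold higher, with 3 counts over the group as the floor. These intervals and the floor cover counting error only. Mir1892 lies in an exon of Sptssa and all of its 31-base sequences occur in other transcripts, and Snhg9 overlaps Rps2 on the other strand, so the counts of both are uncertain. The calls of these 2 genes also depended on single libraries. Mir1892 was no longer called in edgeR's test with PA without the second Vehicle library (adjusted p = 0.207) or the second PA library (0.209), with LA without the second Vehicle library (0.302) or the first LA library (0.149), with PA+NTP without the second PA library (0.202) or the first PA+NTP library (0.0889), and with LA+NTP without the first LA library (0.126). Its fitted log2 fold changes in all 10 libraries were -4.61, -3.84, 4.64 and 3.77 in these 4 contrasts. In the fits that lost the call they were -3.17 and -2.84 with PA, -2.39 and -2.69 with LA, 2.87 and 3.56 with PA+NTP, and 2.63 with LA+NTP. Other libraries moved it the other way, to -5.22 with PA and -4.44 with LA without the first Vehicle library, to 5.24 with PA+NTP without the second PA+NTP library, to -7.28 with PA and 7.31 with PA+NTP without the first PA library, and to -7.24 with LA and 7.17 with LA+NTP without the second LA library. The last pair of fits leaves the PA or LA group at 0 counts, where the fitted value depends on the prior count. Snhg9 lost its call with PA without the first Vehicle library (0.166), the first PA library (0.0633) or the second (0.308), and with LA without the first LA library (0.0601). With PA+NTP it was lost without either Vehicle library (0.0527 and 0.0508), either PA library (0.0696 and 0.336) or either PA+NTP library (0.0778 and 0.0875), and with LA+NTP without either LA library (0.088 and 0.0563) or the second LA+NTP library (0.219). Its fitted log2 fold changes were -3.29 with PA, 3.18 with PA+NTP and 6.05 with LA+NTP. Without the second PA library the former pair became -2.39 and 2.26, and the last became 3.75 without the second LA+NTP library and 6.69 without the first. Since Snhg9 had 0 counts in LA, these fitted values with LA+NTP depend on the prior count. With 3 counts over the LA group as the floor, LA+NTP was at least 5.25-fold higher than LA. At a NOISeq probability of 0.95 Snhg9 was called in none of the 4 contrasts. Without the GC trend it was called only with LA (adjusted p = 0.0859 with PA, 0.104 with PA+NTP and 0.0539 with LA+NTP in edgeR's test).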

A total of 617 genes were downregulated by both PA and LA treatments and restored by NTP (Figure 2A, right). 

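Relative to Vehicle, PA raised 846 genes (median log2 fold change 0.73) and LA raised 498 (median 0.70), both called by edgeR's quasi-likelihood test. NTP lowered 397 of the genes raised by PA (46.9%) and 420 of those raised by LA (84.3%). Downward movement with NTP, called or not, was seen in 791 of the 846 genes and in 497 of the 498. In PA+NTP cells, 97 of the genes raised by PA were still called as higher than in Vehicle, and for LA this number was 0 with edgeR and 0 with DESeq2, while 22 of the 498 genes were higher at an unadjusted p under 0.05. Simulated unchanged groups gave at most 1 reversed gene for PA and 1 for LA, and NTP groups equal to their FFA groups at most 2 and 2. When single libraries were left out, the genes reversed by NTP numbered 360 to 437 for PA and 362 to 529 for LA. Genes raised by PA had a median GC content of 43.3% and those raised by LA 41.3%. Removal of the GC trend left 456 genes raised by PA and 155 of them lowered by NTP, and 128 and 99 for LA.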

We also identified 736 genes that were upregulated by PA treatment, of which the expression of 326 was decreased by NTP treatment (Figure 2B, left); 392 genes were upregulated by LA treatment, of which the expression of 320 was decreased by NTP treatment (Figure 2B, middle). In addition, 162 genes were upregulated by PA and LA treatments and reversed by NTP (Figure 2B, right). 

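A total of 316 genes were higher with both PA and LA, and 217 of them were lower with NTP under both FFAs by edgeR's quasi-likelihood test. The simulations of both kinds gave 0 such genes, and leave-one-out fits gave 192 to 231. The median GC content of the 217 genes was 41.1%. Without the GC trend 62 genes met the criteria, and 46 of these were among the 217.

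Among the genes of this list with a mean FPKM of at least 1, those with the largest mean change over the 4 contrasts were Mir1902, Mir686 and Gm5177. Gm5177, a gene with non-coding transcripts only, had an FPKM of 0.235 ± 0.021 (SD, n = 2) in Vehicle, 9.45 ± 0.51 (SD, n = 2) in PA and 11.3 ± 0.45 (SD, n = 2) in LA. Its log2 fold changes were 5.36 with PA (standard error 0.15, adjusted p = 3.69e-11) and 5.62 with LA (standard error 0.14, adjusted p = 1.57e-11) from edgeR's test, and -5.27 and -5.61 with NTP. Mir1902 had 55 counts in the PA libraries and 55 in the LA libraries and 0 in Vehicle, which makes it at least 16.1-fold higher with PA and at least 15.0-fold higher with LA, with the floor at 3 counts over the Vehicle group. Mir686 had 3 counts in Vehicle, 77 in PA and 223 in LA, ratios of 22.5 (95% counting interval 7.41 to 111) and 60.6 (20.5 to 296). All 3 Vehicle counts lay in the first Vehicle library. The fitted log2 fold changes of Mir686, 4.37 with PA and 5.88 with LA, became 8.57 and 10.07 without that library, which leaves Vehicle at 0 counts and the fitted values dependent on the prior count, and 3.16 and 4.66 without the second Vehicle library. It stayed called in both cases. Mir1902 lies in an exon of Hipk3 and Mir686 in an exon of Psmb5, and all of their 31-base sequences occur in other transcripts, so their counts are uncertain.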

To determine which signaling pathways were affected by NTP, we performed a Gene Ontology (GO) analysis using the genes changed by NTP in PA- and LA-treated hepatocytes. The GO analysis revealed that a large number of these genes were related to mitochondria, as well as the mitochondrial inner membrane, mitochondrial electron transport, cytochrome *c* to oxygen, mitochondrial respiratory chain complex IV, and mitochondrial morphogenesis (Figure 2C). This suggests that NTP may affect the mitochondrial functions altered by FFAs by modifying the expression of these genes, including that coding for PGC-1β, which is associated with mitochondrial biogenesis and lipolysis, and for oxoguanine glycosylase 1 (OGG1), which is involved in the repair of mitochondrial DNA damage (Figures 2D,E).

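DAVID, the database used for the GO terms, was not used here, and gene families fixed by symbol were tested instead. None of these families was complex IV or the mitochondrial genes as a whole, so the tests do not check those GO terms. Among the 516 genes lowered by both FFAs and raised by NTP in both, 5 belonged to the 92 nuclear genes of oxidative phosphorylation, where 3.37 would be expected from all tested genes (Fisher's exact test, two-sided, p = 0.392, adjusted p = 1 over 18 tests). The mitochondrial ribosome gave 3 of 78 genes against 2.86 expected (Fisher's exact test, p = 0.763). As a whole, the oxidative phosphorylation set had a median log2 fold change of -0.03 with PA, -0.10 with LA, -0.04 with PA+NTP against PA and 0.16 with LA+NTP against LA. No contrast passed in limma's camera test over 36 tests (adjusted p = 0.519, 0.308, 0.863 and 0.307). The median with PA turned slightly positive with the length trend (0.0123) or the GC trend (0.0043) removed, and that with PA+NTP under library-size scaling (0.0137) and in limma on log2(FPKM + 1), log2(FPKM + 0.1) and quantile-normalized FPKM (0.0082, 0.0083 and 0.0376). Leaving out the first Vehicle library (0.0122) or the second PA library (0.0132) turned the former, and leaving out the first PA+NTP library (0.0173) the latter. With DESeq2's values the set passed with LA+NTP (adjusted p = 0.0494).

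Of the complex IV genes drawn in Fig. 2D, Cox7c (gene ID 12867), a subunit of cytochrome c oxidase, fell by 0.95 on the log2 scale with PA (standard error 0.10, adjusted p = 5.15e-06 from edgeR's quasi-likelihood test) and by 0.98 with LA (adjusted p = 5.83e-06), and rose by 1.25 and 1.36 with NTP. These changes became larger when the GC trend was removed, but 55.9% of its 31-base sequences occur in other genes, so its counts are uncertain. Cox8a (gene ID 12868) fell by 0.92 with PA (adjusted p = 4.07e-06) and by 0.92 with LA (adjusted p = 6.01e-06) in edgeR's test and rose by 1.01 and 1.08 with NTP. Its changes without the GC trend were -0.54, -0.50, 0.61 and 0.54, so that it passed the fold threshold only for PA+NTP against PA. Cox6a1 fell by 0.80 with PA and by 0.84 with LA and rose by 0.94 and 1.00, and all 4 of its changes lay under the fold threshold without the GC trend. Of its 31-base sequences, 23.9% occur in other genes. At a NOISeq probability of 0.95 none of these 3 genes was called.

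Fig. 2D,E names 63 genes, all of which were found. The paper selected them from these same libraries as regulated by NTP, so a match in direction is no independent check. Of the 57 drawn as raised by NTP, 57 were lower with PA and LA and higher with NTP by sign, 37 passed the thresholds in all 4 contrasts, and 9 did so without the GC trend. Their median GC content was 57.5%. Of the 6 drawn as lowered by NTP, 5 passed all 4 thresholds. The exception, Mup9, had a log2 fold change of 1.51 with PA (adjusted p = 0.0533 from edgeR's test) and -1.28 with PA+NTP against PA (adjusted p = 0.0831). Its FPKM was 0.56 and 6.22 in the Vehicle libraries, and its log2 fold change with PA was 0.74 without the first of these (adjusted p = 0.267 in edgeR's test) and 4.27 without the second (adjusted p = 0.00131 in edgeR's test). It was also called with PA without either PA+NTP library (1.50 and 1.49) or either LA+NTP library (1.50 and 1.51), and with PA+NTP without either Vehicle library (-1.28 and -1.29). It was called with LA (log2 fold change 1.92) and with LA+NTP (-1.56). With LA the call was lost without the first Vehicle library (1.15, adjusted p = 0.0868 in edgeR's test) or the first LA library (1.39, adjusted p = 0.165), and the change was 4.68 without the second Vehicle library. With LA+NTP the call was lost without the first LA library (-1.03, adjusted p = 0.247) or the first LA+NTP library (-1.18, adjusted p = 0.13), and the change was -2.19 without the second LA+NTP library. DESeq2 called it neither with LA (adjusted p = 0.111) nor with LA+NTP (0.203), limma did not call it with LA+NTP on any of 3 scales of the FPKM (adjusted p = 0.0822, 0.146 and 0.0719), and the NOISeq rule at a probability of 0.95 called it with neither. Mup1, Mup16, Mup18 and Mup19 rose by 0.70 to 1.56 with PA and by 0.86 to 2.02 with LA, but 92.8% to 100% of their 31-base sequences are shared with other genes, so their counts are uncertain. At a NOISeq probability of 0.95 none of these 4 genes was called, and on quantile-normalized FPKM Mup19 was under the fold threshold with PA (0.47) and LA (0.50). Without the GC trend, Mup18 with PA (0.44) and Mup19 with PA, LA and LA+NTP (0.35, 0.49 and -0.49) fell under the fold threshold. Mtm1 rose by 0.67 with PA and by 0.69 with LA and without the GC trend passed the thresholds in none of the 4 contrasts (0.25, 0.25, -0.58 and -0.43). The NOISeq rule called Mtm1 in none of them at either probability, and in limma on log2(FPKM + 1) it was under the fold threshold with PA and LA (0.56 and 0.56).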

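In the edgeR fit, Ogg1 (gene ID 18294) changed by -0.67 on the log2 scale with PA (standard error 0.13, adjusted p = 0.000843) and by -0.91 with LA (standard error 0.13, adjusted p = 8.39e-05). NTP raised it by 1.00 in PA-treated cells (adjusted p = 2.37e-05) and by 1.21 in LA-treated cells (adjusted p = 2.52e-06). Its FPKM was 9.83 ± 0.18 (SD, n = 2) in Vehicle, 6.00 ± 0.35 (SD, n = 2) in PA and 5.07 ± 0.07 (SD, n = 2) in LA, and 12.6 ± 1.85 (SD, n = 2) and 12.0 ± 1.12 (SD, n = 2) in PA+NTP and LA+NTP. Ogg1 overlaps Camk1 on the other strand and the sources used here do not say whether the counting used strand, so its counts are uncertain. Without the GC trend its change with PA was -0.46, under the fold threshold, and the other 3 changes stayed above it. Its change with PA was also not called on quantile-normalized FPKM in limma (-0.58) or by the NOISeq rule at a probability of 0.8, and at 0.95 none of the 4 changes was. Ppargc1b (gene ID 170826), which encodes PGC-1β, changed by -0.54 with PA (standard error 0.20, adjusted p = 0.0432 in the edgeR fit), which is under the 1.5-fold threshold and was -0.20 without the GC trend, and by -1.06 with LA (standard error 0.21, adjusted p = 0.000997). Its rise with NTP was 0.99 in PA-treated cells (adjusted p = 0.00094) and 1.17 in LA-treated cells (adjusted p = 0.000212). From the GO terms of the commonly changed genes, the paper proposes that NTP may affect mitochondrial functions altered by FFAs by modifying the expression of these genes.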

**FIGURE 2:**
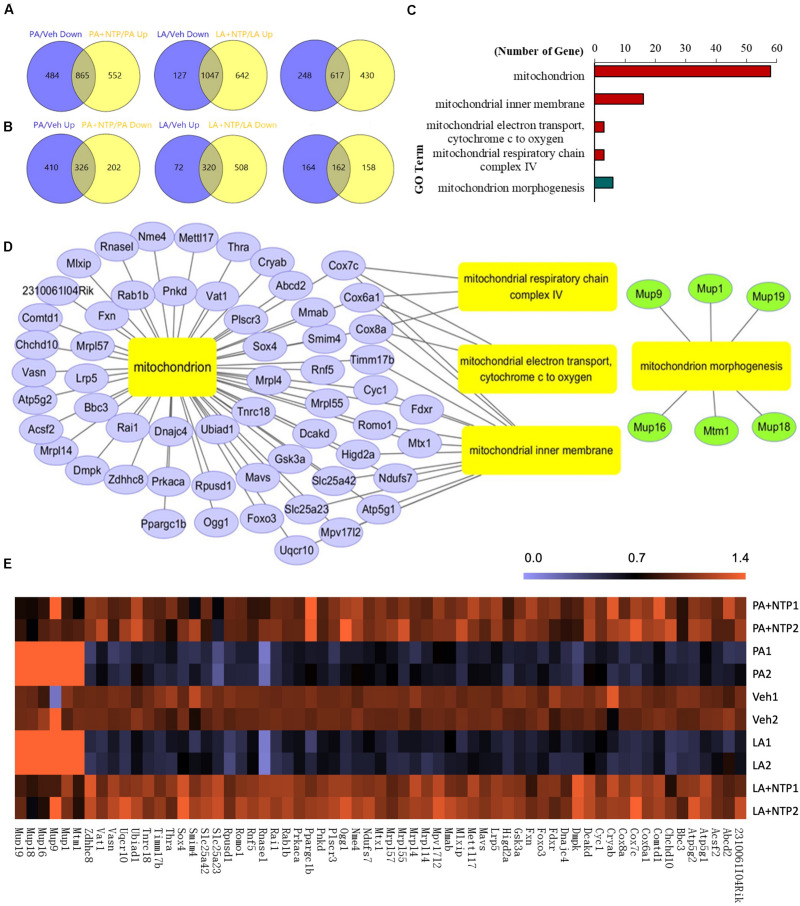
RNA-Seq analysis of NTP-regulated genes in PA- and LA-treated hepatocytes. Primary hepatocytes were pretreated with 0.4 NU/ml NTP for 1 h, followed by treatment with 200 μM palmitate (PA) or 12 μM linoleate (LA) for an additional 24 h. RNA-Seq was applied to analyze the differentially expressed genes (DEGs) regulated by NTP. **(A)** Venn diagrams showing the numbers of genes upregulated by NTP in PA- **(left)** and LA-treated **(middle)** cells, and the overlap **(right)** of both PA- and LA-treated cells. **(B)** Venn diagrams showing the numbers of genes downregulated by NTP in PA- **(left)** and LA-treated **(middle)** cells, and the overlap **(right)** of both PA- and LA-treated cells. **(C)** Gene Ontology (GO) analysis shows mitochondrion-related GO terms regulated by NTP. The overlap genes from **(A) (right)** and **(B) (right)** were used for GO analysis. Red bars represent GO terms associated with upregulated genes, and green bar represents GO terms associated with downregulated genes. **(D)** Network analysis for the mitochondrion-related genes regulated by NTP in PA- and LA-treated cells. **(E)** Heat map for mitochondrion-related genes regulated by NTP.

### NTP Prevents Mitochondrial Damage and Enhances Mitochondrial Function in Hepatocytes

To investigate how NTP protects against mitochondrial dysfunction caused by FFAs, we measured MMPs and mtROS production in primary hepatocytes. PA and LA treatment markedly reduced MMPs, which was prevented by NTP treatment (Figure 3A). Moreover, PA and LA treatment increased mtROS production, which was significantly suppressed by NTP treatment (Figure 3B). Next, we used a Seahorse bioanalyzer to examine the effect of NTP on the mitochondrial electron transport chain reaction and oxidative phosphorylation. The higher concentration of NTP (0.4 NU/mL) significantly increased the oxygen consumption rate (OCR) during basal respiration, ATP production, and maximal respiration, as well as the spare respiratory capacity (Figure 3C). We also found that NTP treatment similarly increased β-oxidation in hepatocytes (Figure 3D). These findings suggest that NTP reduces mitochondrial damage and suppresses mtROS production while promoting mitochondrial electron transport chain reactions, oxidative phosphorylation, and β-oxidation.

**FIGURE 3:**
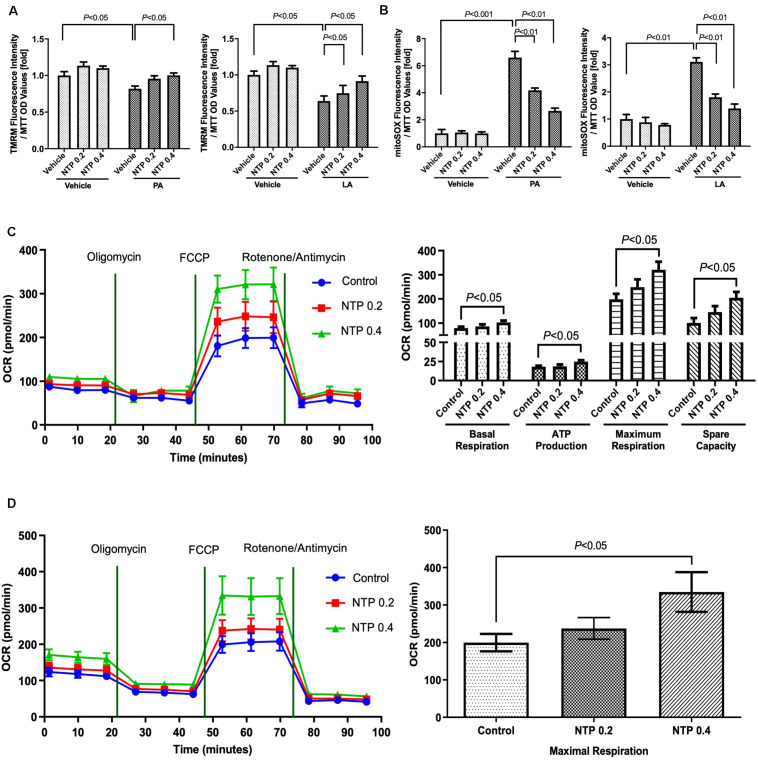
Effects of NTP on mitochondrial function in primary hepatocytes. Primary hepatocytes were pretreated with NTP (0.2 or 0.4 NU/mL) for 1 h, followed by treatment with 200 μM palmitate (PA) or 12 μM linoleate (LA) for an additional 24 h. **(A)** Mitochondrial membrane potential was measured by tetramethylrhodamine (TMRM) ethyl ester perchlorate fluorescence. The values are normalized to MTT OD values, and expressed as fold change compared with vehicle controls. **(B)** Mitochondrial ROS analysis was examined by MitoSox red. The values are normalized to MTT OD values, and expressed as fold change compared with vehicle controls. **(C)** Mitochondrial respiration was measured by an XF24 extracellular flux analyzer. Primary hepatocytes were treated with NTP (0.2 or 0.4 NU/ml) for 24 h before measuring oxygen consumption rates (OCRs). **(Left)** Kinetics of OCRs after sequential compound injections; **(right)** bar charts highlighting the differences in basal respiration, ATP production, maximal respiration, and spare respiratory capacity. The OCR values were normalized to total protein concentrations. **(D)** Fatty acid oxidation (FAO) was measured by the Agilent Seahorse XF PA-BSA FAO assay. Primary hepatocytes were treated with NTP (0.2 or 0.4 NU/ml) for 8 h, and then the medium was changed to substrate-limited medium containing NTP overnight, followed by OCR measurement. (Left) Kinetics of OCR; (right) bar charts highlighting the differences in maximal respiration. The OCR values were normalized to total protein concentrations. Data are represented as mean ± SEM of triplicate. Similar results were obtained in three independent experiments. Representative results are shown.

### NTP Treatment Promotes Mitochondrial Turnover in Hepatocytes

Mitochondrial quality control is essential for maintaining optimal mitochondrial function and is regulated by the balance between mitochondrial biogenesis and destruction, which can be predicted by evaluating mitochondrial turnover (Hernandez et al., 2013; Gottlieb and Stotland, 2015). We generated HepG2 cells stably expressing the Timer protein in mitochondria (MitoTimer-HepG2 cells). In these cells, newly synthesized Timer exhibits green fluorescence that turns to red after 48 h, such that measurements of red and green fluorescence can be used to estimate mitochondrial turnover. PA and LA treatment enhanced the intensity of the red fluorescence signal, indicating an increase in the number/amount of aged mitochondria (Figures 4A,C). Notably, NTP treatment significantly inhibited the increase in red fluorescence and increased the intensity of green fluorescence (Figures 4B,D), suggesting that NTP treatment suppresses PA- and LA-induced mitochondrial aging and promotes mitochondrial biogenesis.

**FIGURE 4:**
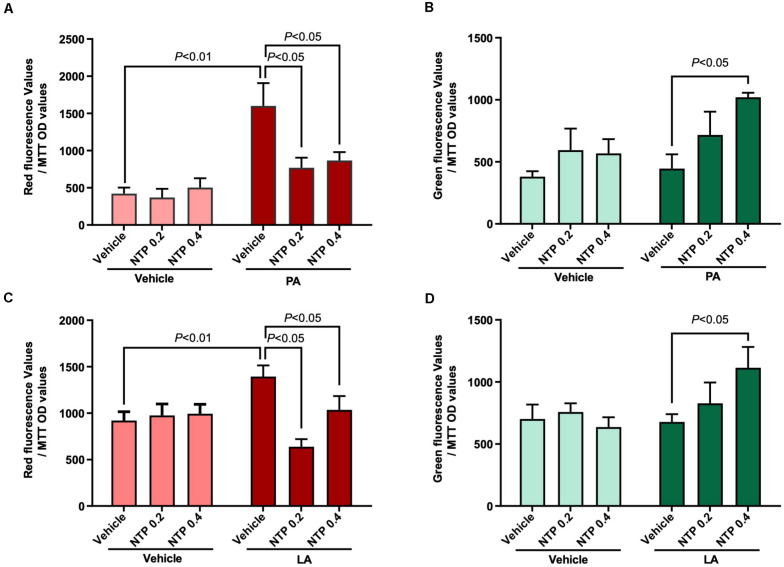
Effects of NTP on mitochondrial turnover in HepG2 cells. Mitochondrial turnover was analyzed by measuring green and red fluorescence intensities in HepG2 cells stably transfected with pMitoTimer (MitoTimer-HepG2 cells). MitoTimer-HepG2 cells were pretreated with NTP (0.2 or 0.4 NU/ml) for 1 h, followed by treatment with 200 μM palmitate (PA) or 12 μM linoleate (LA) for an additional 24 h. Green (476 nm) and red (589 nm) fluorescence intensities were measured by the microplate reader. The values were normalized to MTT OD values. **(A)** Red and **(B)** green fluorescence intensities in PA-treated cells. **(C)** Red and **(D)** green fluorescence intensities in LA-treated cells. Data are represented as mean ± SEM (*n* = 6). Similar results were obtained in two independent experiments. Representative results are shown.

### NTP Treatment Induces AMPK Activation and PGC-1β Expression in Hepatocytes

AMPK is a multifunctional intracellular kinase that negatively regulates lipid synthesis and accelerates lipid degradation by enhancing mitochondrial β-oxidation (Herms et al., 2015). AMPK phosphorylation was observed 3 h after hepatocytes were treated with NTP (Figures 5A,B), demonstrating that NTP activates AMPK. Moreover, the levels of AMPK phosphorylation decreased by PA and LA treatment were restored to the normal levels by 0.2 NU/mL of NTP and further increased by 0.4 NU/mL of NTP (Figures 5C,D). AMPK activation is associated with fatty acid oxidation (FAO) via the induction of PPARα and PGC-1 (Lee et al., 2006). PGC-1β coactivates PPARγ and maintains mitochondrial biogenesis (Scarpulla, 2008). 

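Expression of Ppargc1b was low in all libraries. Its FPKM was 1.22 ± 0.07 (SD, n = 2) in Vehicle, 0.80 ± 0.11 (SD, n = 2) in PA, 0.57 ± 0.11 (SD, n = 2) in LA, 1.69 ± 0.04 (SD, n = 2) in PA+NTP, and 1.22 and 1.37 in the LA+NTP libraries, from 35 to 304 counts per library. Both libraries of PA and of LA lay below both Vehicle libraries, and both NTP libraries lay above those of the same FFA. With each library left out in turn, the log2 fold change with PA ranged from -0.71 to -0.44 and its adjusted p in edgeR's quasi-likelihood test was above 0.05 without the first or second Vehicle library (0.16 and 0.0895), either PA library (0.158 and 0.0694) or either LA+NTP library (0.0541 and 0.0551). For LA the range was -1.27 to -0.85. Under the NOISeq rule at both probabilities, the gene was called neither with LA nor with NTP. In limma on log2(FPKM + 1) and on quantile-normalized FPKM it was not called either, because its changes lay under the fold threshold. With LA they were -0.50 and -0.43 (adjusted p = 0.00456 and 0.0105 in limma). Both scales add 1 to the FPKM, which lowers the fold change of a gene with an FPKM this low. The transcript has a GC content of 57.8%. After removal of the GC trend the log2 fold changes were -0.20 with PA (adjusted p = 0.502 from edgeR's test, where the alternatives ranged from 0.0299 to 0.502), -0.68 with LA (adjusted p = 0.0377), 0.61 with NTP in PA-treated cells (adjusted p = 0.0312) and 0.67 with NTP in LA-treated cells (adjusted p = 0.022).

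**Figure D3:**
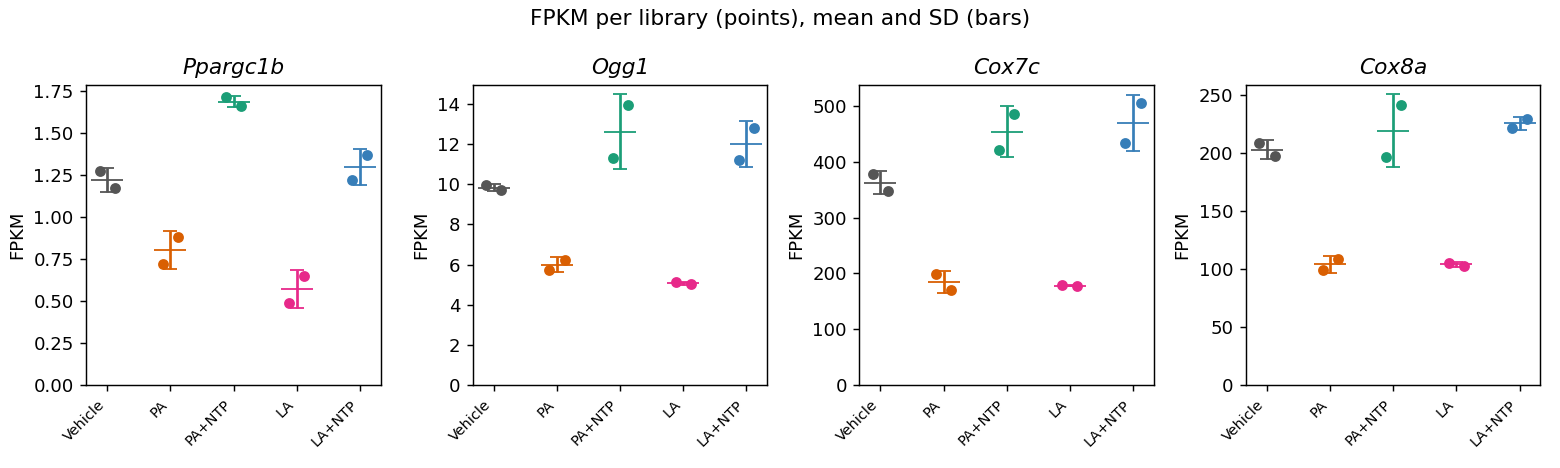
FPKM (vertical axes) of Ppargc1b, Ogg1, Cox7c and Cox8a in the 5 groups, with a point per library and bars for the mean and the SD of 2 libraries. For each gene the PA and LA libraries lie below the Vehicle libraries and the NTP libraries lie above those of the same FFA.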

Our RNA-Seq results revealed a decrease in the expression of PGC-1β in hepatocytes treated with PA and LA, which was reversed by NTP treatment (Figure 2E). We validated these results with quantitative real-time PCR (qPCR), revealing that NTP treatment alone increased PGC-1β expression and prevented PA- and LA-induced reduction in hepatocytes; NTP treatment also increased *Cox7c* and *Cox8a* expression in PA- and LA-treated hepatocytes (Figure 5E). The NTP-mediated induction of PGC-1β was found to be mediated by AMPK, as the increase was inhibited by treating hepatocytes with an AMPK inhibitor (compound C) (Figure 5F).

**FIGURE 5:**
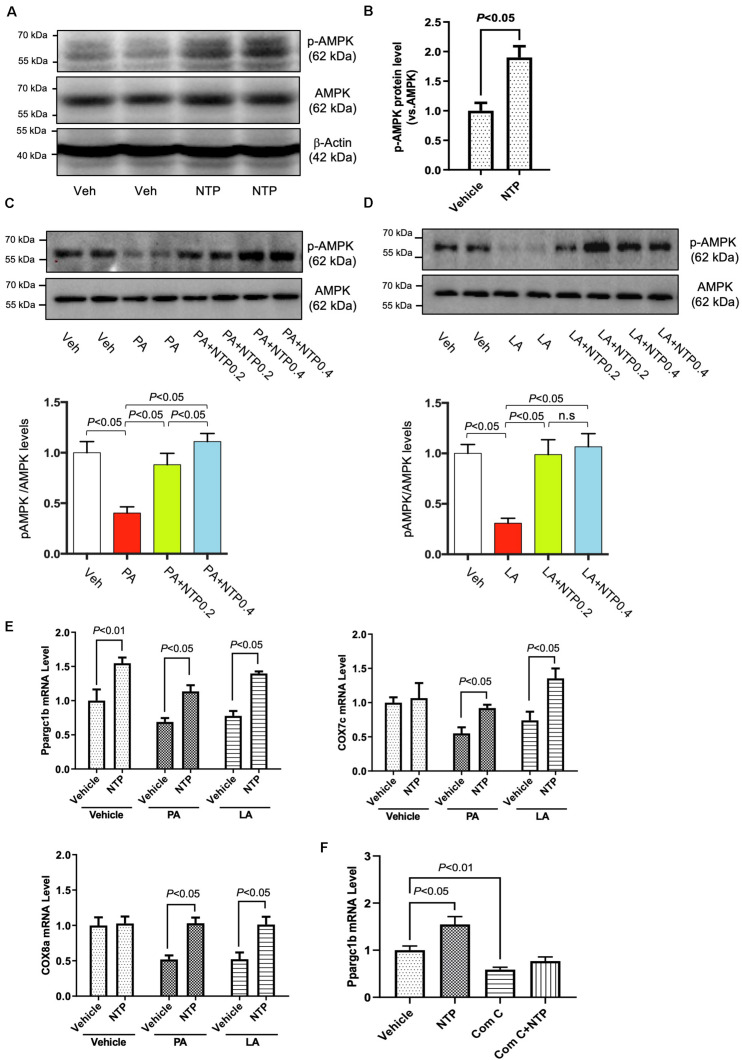
Effects of NTP on AMPK phosphorylation and *Ppargc1b* mRNA expression. **(A)** Primary hepatocytes were treated with NTP (0.2 NU/ml) for 3 h. Phosphorylated AMPK (p-AMPK) and total AMPK protein expression were examined by Western blotting. **(B)** Densitometric quantification of AMPK phosphorylation, normalized to total AMPK. Results were obtained from 3 independent experiments. **(C,D)** Primary hepatocytes were pretreated with NTP (0.2 or 0.4 NU/mL) for 1 h, followed by treatment with **(C)** 200 μM palmitate (PA) or **(D)** 12 μM linoleate (LA) for an additional 24 h. p-AMPK and total AMPK protein expression were examined by Western blotting. Representative western blottings were shown. Densitometric quantification of AMPK phosphorylation, normalized to total AMPK, and expressed as fold change compared with vehicle controls. Four biologically independent samples/group were used for the quantification. **(E)** Primary hepatocytes were pretreated with NTP (0.4 NU/mL) for 1 h, followed by treatment with 200 μM PA or 12 μM LA for an additional 24 h. *Ppargc1b*, *Cox7c*, and *Cox8a* mRNA levels were examined by quantitative real-time PCR. **(F)** Primary hepatocytes were treated with vehicle (0.05%DMSO) or compound C (5 μM), with or without NTP for 24 h, and *Ppargc1b* mRNA levels were examined by quantitative real-time PCR. Data are represented as mean ± SEM of triplicate. Similar results were obtained in two independent experiments. Representative results are shown. Veh, vehicle; n.s., not significant.

### Anti-steatotic Effect of NTP Is Mediated Through AMPK and PGC-1β in Hepatocytes

To investigate whether NTP-mediated inhibition of lipid droplets is mediated through AMPK, we treated hepatocytes with the AMPK inhibitor and examined whether the anti-steatotic effect of NTP was diminished. Compound C, a cell-permeable AMPK inhibitor, was used to block AMPK activation in this study (Liu et al., 2014). The AMPK inhibitor Compound C alone slightly increased lipid accumulation in hepatocytes, but it did not reach statistically significant levels (Figures 6A–D). Interestingly, the anti-steatotic effect of NTP was not observed in the AMPK inhibitor-treated hepatocytes (Figures 6A–D), suggesting that NTP inhibits FFA-induced lipid accumulation via AMPK. Because AMPK induces the expression of PGC-1β, which regulates lipid homeostasis and mitochondrial biogenesis (Villena, 2015), we examined whether PGC-1β plays a role in the NTP-mediated anti-steatotic effect. We used small interfering RNAs (siRNAs) to silence PGC-1β expression in primary hepatocytes (Figure 7A) and then treated with PA, LA, and/or NTP. Similar to the results with the AMPK inhibitor, NTP failed to suppress the PA- and LA-induced lipid accumulation in hepatocytes with PGC-1β silencing (Figures 7B–E). These results suggest that NTP inhibits lipid accumulation by inducing PGC-1β expression.

**FIGURE 6:**
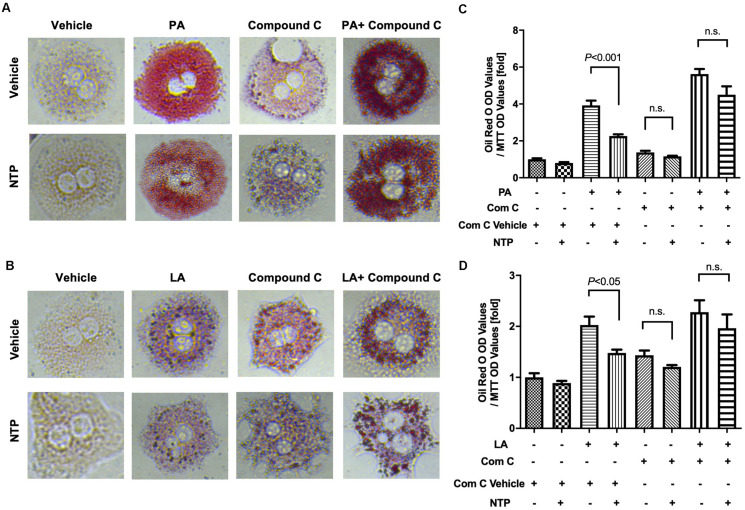
Role of AMPK in NTP-mediated suppression of lipid accumulation in hepatocytes. Primary hepatocytes were pretreated with vehicle (0.05%DMSO) or compound C (Comp C, 5 μM), with or without NTP for 1 h, followed by treatment with 200 μM palmitate (PA) **(A,C)** or 12 μM linoleate (LA) **(B,D)** for an additional 24 h. Cellular lipid accumulation was evaluated by Oil red O staining. **(A,B)** Representative microscopic images of Oil red O staining; **(C,D)** lipid contents were quantified by OD at 500 nm. The values were normalized to MTT OD values, and expressed as fold change compared with vehicle controls. Data are represented as mean ± SEM (*n* = 6). Similar results were obtained in two independent experiments. Representative results are shown. n.s., not significant.

**FIGURE 7:**
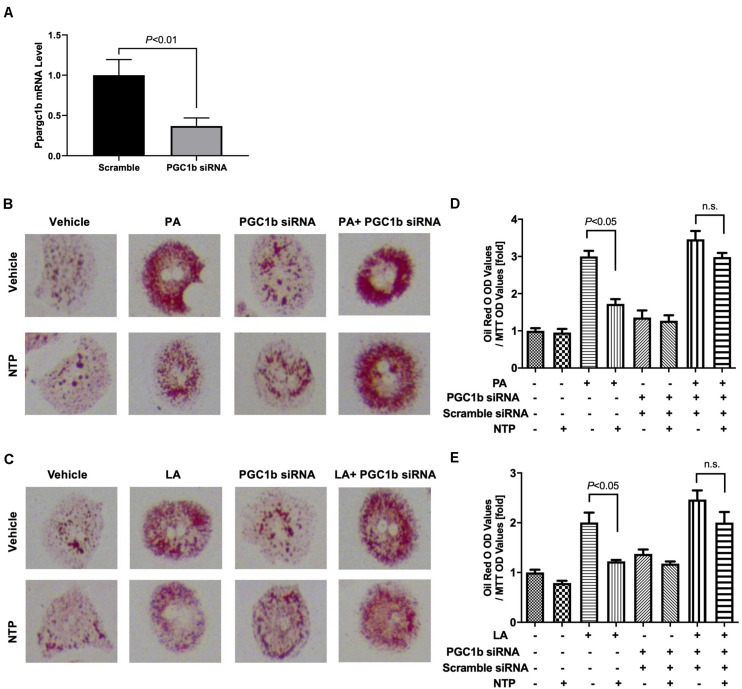
Contribution of PGC-1β to NTP-mediated suppression of lipid accumulation in hepatocytes. Primary hepatocytes were incubated with scramble siRNA or siRNA for *Ppargc1b* for 24 h. **(A)** Expression of *Ppargc1b* mRNA was shown. After silencing *Ppargc1b*, hepatocytes were treated with or without NTP for 1 h. Subsequently, the cells were treated with 200 μM palmitate (PA) **(B,D)** or 12 μM linoleate (LA) **(C,E)** for an additional 24 h. Cellular lipid accumulation was evaluated by Oil red O staining. **(B,C)** Representative microscopic images of Oil red O staining; **(D,E)** lipid contents were quantified by OD at 500 nm. The values were normalized to MTT OD values, and expressed as fold change compared with vehicle controls. Data are represented as mean ± SEM (*n* = 6). Similar results were obtained in two independent experiments. Representative results are shown. n.s., not significant.

### NTP Treatment Maintains Mitochondrial Turnover Through AMPK

Because AMPK and PGC-1β regulate mitochondrial biogenesis, we next investigated whether AMPK and PGC-1β contribute to mitochondrial turnover maintained by NTP treatment in hepatocytes. We did not observe an increase in green fluorescence and decrease in red fluorescence in NTP- and FFA-treated hepatocytes when cells were treated with the AMPK inhibitor Compound C (Figures 8A,C,E,G), suggesting that the beneficial effect of NTP on aging and mitochondrial synthesis in PA- and LA-treated hepatocytes is mediated by AMPK. By contrast, when PGC-1β was silenced, green fluorescence did not increase, but red fluorescence slightly decreased with NTP treatment. This suggests that the beneficial effect of NTP on mitochondrial aging is only partially mediated by PGC-1β but that PGC-1β contributes to the enhancement of mitochondrial synthesis (Figures 8B,D,F,H). Thus, although NTP-mediated AMPK activation is important for mitochondrial turnover, the induction of PGC-1β is more important for mitochondrial biogenesis than for preventing mitochondrial aging.

**FIGURE 8:**
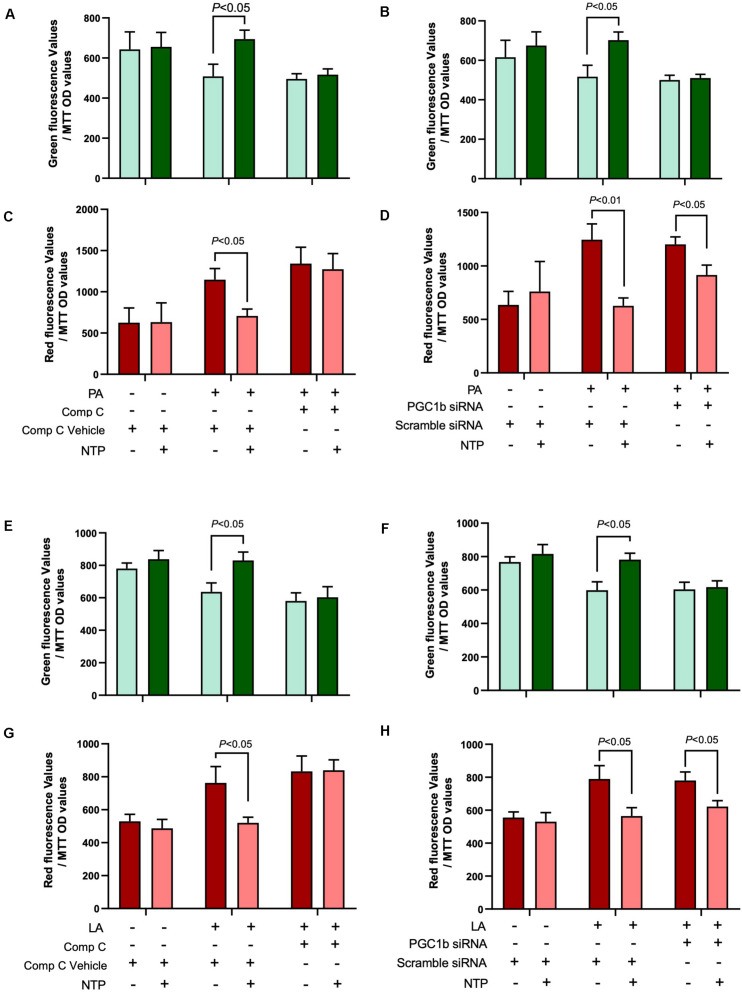
Roles of AMPK and PGC-1β in NTP-mediated mitochondrial turnover. Mitochondrial turnover was analyzed by measuring green and red fluorescence intensities in MitoTimer-HepG2 cells. AMPK activity was inhibited by compound C, and *Ppargc1b* was silenced by the transfection of siRNAs. **(A,B,E,F)** MitoTimer-HepG2 cells were pretreated with vehicle (0.05%DMSO) or compound C (Comp C, 5 μM), or **(C,D,G,H)** were incubated with scramble siRNA or siRNA for *Ppargc1b* for 24 h, and then treated with NTP (0.4 NU/ml) for 1 h, followed by treatment with 200 μM palmitate (PA) or 12 μM linoleate (LA) for an additional 24 h. Green (476 nm) and red (589 nm) fluorescence intensities were measured by the microplate reader. The values were normalized to MTT OD values. **(A,C)** Red and **(B,D)** green fluorescence intensities in PA-treated cells. **(E,G)** Red and **(F,H)** green fluorescence intensities in LA-treated cells. Data are represented as mean ± SEM (*n* = 6). Similar results were obtained in two independent experiments. Representative results are shown.

### NTP-Induced JNK Inhibition Can Suppress FFA-Induced Lipid Accumulation but Independent of AMPK

Given that our previous study showed that NTP inhibited IL-1β-induced c-Jun N-terminal kinase (JNK) activation (Zhang et al., 2014), and PA is known to activate JNK (Seki et al., 2012), we examined whether JNK inhibition is associated with the NTP-mediated effect on FFA-induced lipid accumulation. FFA (both PA and LA) induced JNK phosphorylation, and NTP inhibited PA/LA-induced JNK phosphorylation (Figure 9A). We found that SP600125, a JNK inhibitor, inhibited PA/LA-induced lipid accumulation (Figure 9B). These findings suggest that NTP inhibition of JNK could be associated with NTP-mediated reduction of PA/LA-induced lipid accumulation in hepatocytes.

**FIGURE 9:**
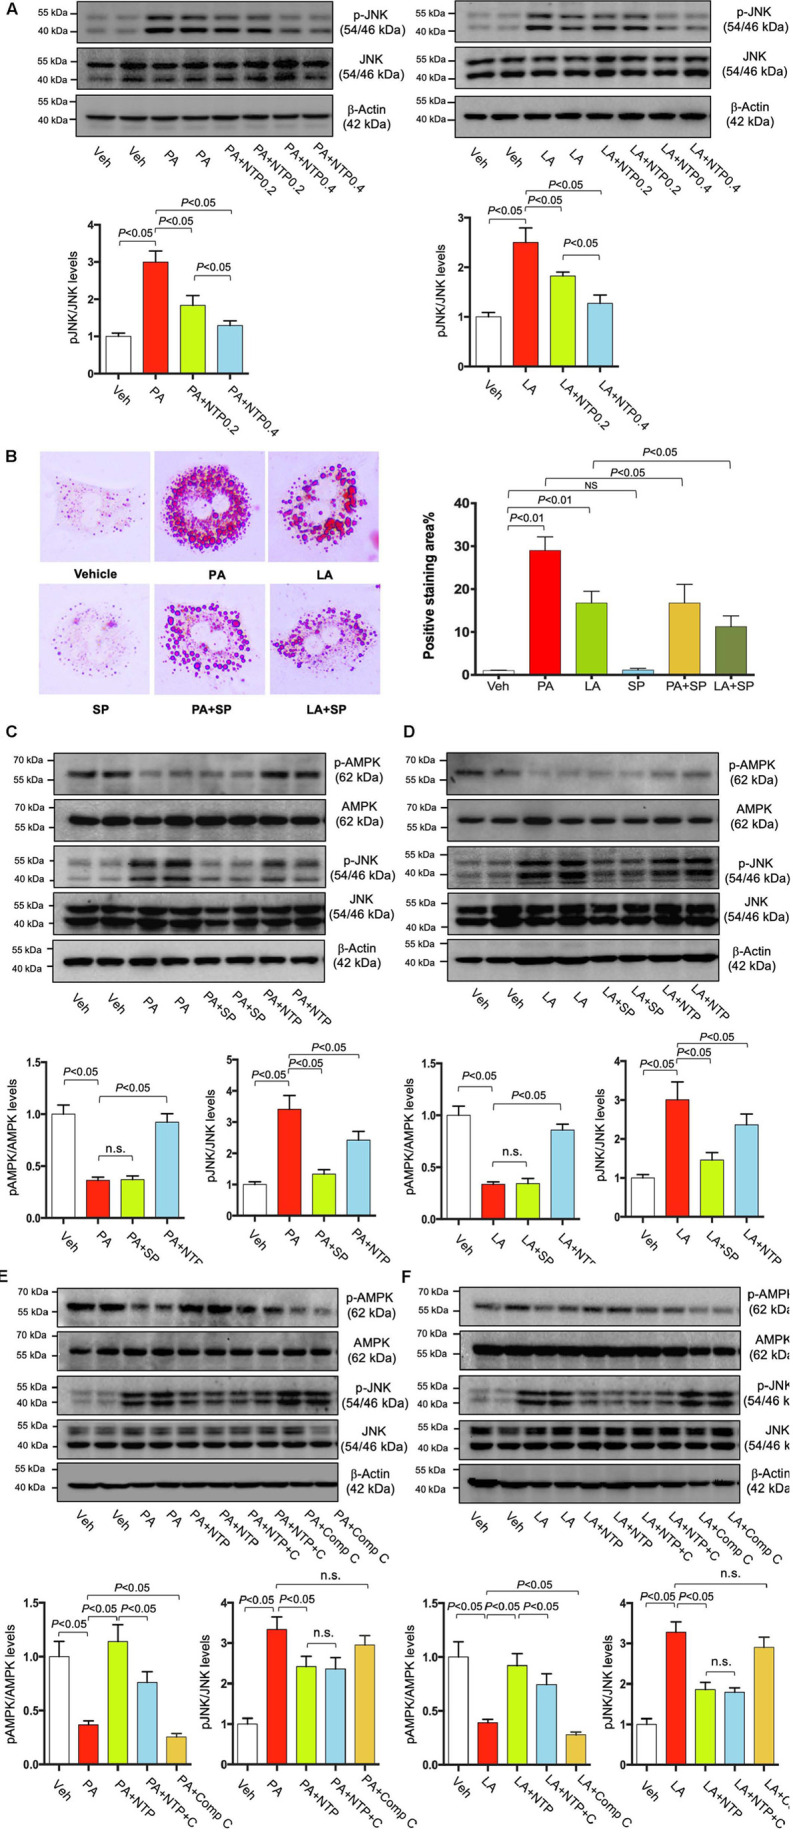
Effects of NTP and JNK inhibition on lipid accumulation in hepatocytes. **(A)** Primary hepatocytes were pretreated with NTP (0.2 or 0.4 NU/mL) for 1 h, followed by treatment with 200 μM palmitate (PA) or 12 μM linoleate (LA) for an additional 24 h. p-JNK and total JNK protein expression were examined by Western blotting. Representative western blottings were shown. Densitometric quantification of JNK phosphorylation, normalized to total JNK, and expressed as fold change compared with vehicle controls. Four biologically independent samples/group were used for the quantification. **(B)** Primary hepatocytes were pretreated with SP600125 (20 μM) for 1 h, followed by treatment with 200 μM PA or 12 μM LA for an additional 24 h. Cellular lipid accumulation was examined by Oil red O staining. Representative microscopic images and quantification. Data are presented as the means ± standard errors of the means of 10 high power fields (×200). **(C–F)** Primary hepatocytes were pretreated with NTP (0.4 NU/mL), SP600125 (SP, 20 μM), or Compound C (C, Comp C, 5 μM) for 1 h, followed by treatment with 200 μM PA or 12 μM LA for an additional 24 h. p-AMPK, total AMPK, p-JNK and total JNK protein expression were examined by Western blotting. Representative western blottings were shown. Densitometric quantification of phosphorylation of AMPK and JNK, normalized to total AMPK and JNK, respectively, and expressed as fold change compared with vehicle controls. Four biologically independent samples/group were used for the quantification. Veh, vehicle; n.s., not significant.

Next, we investigated whether NTP-induced AMPK phosphorylation is mediated through JNK inhibition. First, we inhibited JNK using SP600125, but we did not find the effect of JNK inhibition in AMPK phosphorylation (Figures 9C,D). We then inhibited AMPK phosphorylation using Compound C, but we also did not find the effect of AMPK inhibition on JNK phosphorylation (Figures 9E,F). These data suggest that NTP has the ability to promote AMPK phosphorylation as well as inhibit JNK phosphorylation, both of which can suppress FFA-induced lipid accumulation. However, the effects of AMPK and JNK could be independent and do not affect each other.

## Discussion

Non-alcoholic fatty liver disease is a hepatic manifestation of metabolic syndrome, which is associated with obesity, type 2 diabetes, and dyslipidemia as well as cardiovascular disease (Saltiel and Olefsky, 2017). The accumulation of lipids in hepatocytes induces ROS production, mitochondrial damage, and apoptosis signaling (Koyama and Brenner, 2017). Mitochondria are the major organelles for energy production, oxidative respiration, glucose metabolism, and lipid homeostasis, including β-oxidation. As NAFLD progresses, mtROS production and β-oxidation inhibition are increased, which promotes further mitochondrial damage and dysfunction in a positive feedback loop (Sunny et al., 2017), thereby enhancing hepatic steatosis, hepatocyte death, and inflammation (Koliaki et al., 2015). Thus, mitochondrial damage and dysfunction likely underlie NAFLD progression.

In the present study, we induced mitochondrial damage in hepatocytes with PA and LA, the most abundant hepatotoxic FFAs in NAFLD livers (Ma et al., 2016), which led to accumulations of lipid droplets in the cytoplasm, decreased MMP, and increased mtROS production. Notably, these effects were reversed by NTP. Our data corroborate the findings from a previous study showing that NTP was similarly protective against amyloid protein β-induced neuronal cell damage (Fang et al., 2017). Together, these studies provide evidence that NTP protects against mitochondrial dysfunction and maintains mitochondrial quality control.

Our comprehensive gene analysis demonstrated that the expression of a number of genes in hepatocytes was altered by PA and LA treatment and that these alterations were mitigated by NTP treatment. Our bioinformatics analysis revealed that NTP affected the expression of a variety of genes associated with mitochondrial function and morphogenesis. For example, PA and LA treatments reduced the expression of PGC-1β, which was restored by NTP treatment. In skeletal muscle, PGC-1β and PGC-1α play roles in mitochondrial biogenesis to increase mitochondrial mass and oxidative respiration: PGC-1β helps to regulate the basal condition of mitochondria and lipid homeostasis in response to a high-calorie diet, whereas PGC-1α is induced by exercise or caloric restriction to regulate gluconeogenic gene expression (Villena, 2015). In the liver, both PGC-1α and PGC-1β regulate mitochondrial biogenesis through the expression of mitochondrial genes. Intriguingly, liver-specific PGC-1β-deficient mice exhibit increased hepatic TG content when fed a high-fat/high-carbohydrate diet (Lelliott et al., 2006; Vianna et al., 2006; Sonoda et al., 2007; Chambers et al., 2012). In these mice, impaired mitochondrial function and β-oxidation, corresponding to reduced expression of genes involved in β-oxidation and oxidative phosphorylation pathways, are associated with hepatic steatosis. The reduced expression of PGC-1β in hepatocytes treated with LA and PA in the present study is consistent with its role in mitochondrial biogenesis and lipid homeostasis. Moreover, NTP prevented this decrease in expression and PA- and LA-induced mitochondrial aging (or reduced elimination of aged mitochondria) and accelerated mitochondrial biogenesis, as demonstrated by increased green fluorescence in MitoTimer-HepG2 cells.

In the present study, we identified a potential mechanism involving AMPK in NTP-mediated inhibition of FFA-induced lipid accumulation. AMPK plays a role in cellular energy homeostasis via activating glucose and fatty acid uptake and oxidation and for which numerous studies have documented roles in regulating mitochondrial function and biogenesis (Reznick and Shulman, 2006; Marin et al., 2017; Herzig and Shaw, 2018). Thus, increasing the activity of AMPK has been viewed as a viable therapeutic strategy to improve NAFLD (Smith et al., 2016). We found that NTP promotes AMPK phosphorylation, suggesting that the effects of NTP on suppressing lipid accumulation and maintaining mitochondrial function in hepatocytes are mediated through AMPK activation. AMPK has also been reported to induce autophagy either directly or indirectly via the suppression of mTORC1 (Mihaylova and Shaw, 2011), which may reduce hepatic intracellular lipid droplet deposition in hepatocytes by promoting fat droplet degradation (Liu and Czaja, 2013). Therefore, the reduction of lipid droplet deposition by NTP may involve autophagy mediated by AMPK. Further investigations are needed to clarify this mechanism. The activation of JNK and translocation into mitochondria is crucial for lipotoxicity-induced ROS production and apoptosis (Win et al., 2015; Hirsova et al., 2016). We previously showed that NTP inhibited TNFα and IL-1β-induced JNK activation and hepatocyte apoptosis (Zhang et al., 2014). JNK inhibition is another potential mechanism by which NTP prevents mitochondrial damage and lipid accumulation. We attempted to identify the crosstalk between AMPK and JNK. However, we could not find the association between AMPK activation and JNK inhibition. We suggest that NTP inhibits lipid accumulation through AMPK activation and JNK inhibition, but these pathways independently regulate lipid accumulation.

This study has several limitations. NTP is a well-established drug that is a non-protein extract of vaccinia virus-infected inflamed rabbit skin and has been used to treat chronic pain in Japan and China for several decades. Because NTP is not a single active ingredient drug and contains various molecules, including nucleic acids, amino acids, and sugars (unpublished observations), the crucial biological active components have not been determined. In this study, we have identified AMPK, PGC-1β, mitochondria, and JNK are the targets of NTP. Moreover, previous studies have also determined NTP can inhibit NF-κB, p38, ERK1/2, HIF-1α, and promote PI3K and AKT activation and brain-derived neurotrophic factor induction as the targets of NTP (Zhang et al., 2014; Nishimoto et al., 2016; Fang et al., 2017, 2019; Matsuoka et al., 2018; Sakai et al., 2018; Zheng et al., 2018). We and others have not determined the precise molecular mechanisms of how NTP affects those factors. NTP contains multiple bioactive components, which include adenosine and γ-aminobutyric acid (GABA) (Yao et al., 2020). Increased extracellular adenosine concentration has been reported to induce AMPK phosphorylation (Aymerich et al., 2006). Another study demonstrated that GABA receptor can interact with AMPK, suggesting the effect of GABA in AMPK activity (Jiang et al., 2018). In line with these observations, we speculate that adenosine and GABA in NTP may be involved in AMPK activation. Lastly, our data were generated by *in vitro* culture experiments, and additional studies are needed to determine whether NTP has a beneficial effect to suppress fatty liver disease in animal models *in vivo*.

In summary, the results from the present study demonstrate that NTP has anti-steatotic effects in hepatocytes, which involve the activation of AMPK, induction of PGC-1β, mitochondrial biogenesis, and maintenance of mitochondrial function. These findings support the use of NTP as a novel approach for the treatment of NAFLD. Notably, individuals with chronic pain that can be treated with NTP often overlap with the population of patients with metabolic syndrome (Toda et al., 2000; Melissas et al., 2003; Isonaka et al., 2013; Masuguchi et al., 2014). Whereas many analgesic agents, such as non-steroidal anti-inflammatory drugs, are generally hepatotoxic, this and a previous study (Zhang et al., 2014) demonstrate that NTP is hepatoprotective. *In vivo* preclinical studies are needed to validate the effectiveness of NTP on NAFLD. Nevertheless, our study proposes a novel molecular mechanism for the protective effect of NTP in hepatosteatosis and provides a basis for the potential repurposing of NTP for the treatment of NAFLD.

## Data Availability Statement

The datasets generated for this study can be found in the RNA-seq; data have been uploaded to the GEO (accession no. GSE132251).

## Ethics Statement

The animal study was reviewed and approved by the IACUC of Cedars-Sinai Medical Center.

## Author Contributions

QW, MN, and ES designed the experiments and interpreted the data. QW, ZW, MX, WT, I-FH, AS, and JK performed the experiments and analyzed the data. QW performed the statistical and bioinformatics analysis. QW and ES performed the statistical analysis and wrote the manuscript. PL, MN, RG, and ES commented on the study and revised the manuscript. ES obtained the funding. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

MN is an employee of Nippon Zoki Pharmaceutical Co., Ltd. The study was supported by a research grant from Nippon Zoki Pharmaceutical Co., Ltd. The funder had no role in the study design, data collection and analysis, decision to publish, or preparation of the manuscript. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The handling editor declared a past co-authorship with several of the authors ZW, WT, and ES.

# Supplementary material for: Neurotropin Inhibits Lipid Accumulation by Maintaining Mitochondrial Function in Hepatocytes via AMPK Activation
**Source:** Front Physiol. 2020 Aug 6;11:950. doi: 10.3389/fphys.2020.00950
**Supplement:** Supplementary file 1

## Supplementary Material

### 1.1 Supplementary Figures

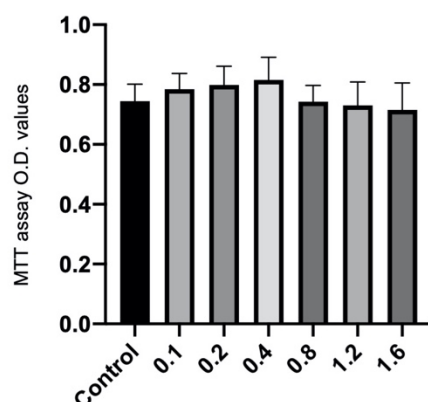

**Supplementary Figure 1. Evaluation of toxicity of NTP on primary mouse hepatocytes.**

Primary hepatocytes were treated with Vehicle or NTP (0.1, 0.2, 0.4, 0.8, 1.2, or 1.6 NU/mL) for 24 h. Hepatocyte viability was examined by MTT assays.

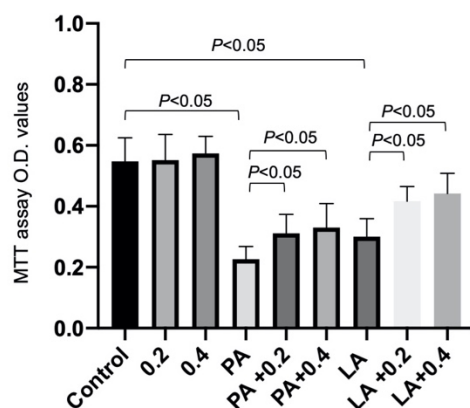

**Supplementary Figure 2. Effects of NTP on cell viability in PA- and LA-treated hepatocytes.**

Primary hepatocytes were pretreated with NTP (0.2 or 0.4 NU/mL) for 1 h, followed by treatment with 200  $\mu$ M palmitate (PA) or 12  $\mu$ M linoleate (LA) for an additional 24 h. Hepatocyte viability was examined by MTT assays.

How the deposited data were processed for this re-analysis (not part of the article)

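Gene expression was measured in primary mouse hepatocytes in 5 groups (Vehicle, PA, PA+NTP, LA and LA+NTP) of 2 libraries each. Conditions and replicate numbers were taken from the sample labels, and the NTP dose of 0.4 NU/mL from the legend of Fig. 2, since the labels give none. The numbers carried by the deposited files differ from the replicate numbers of the labels in all 5 groups, and the labels were followed.

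The authors deposited a table per library with the expected count and the FPKM of each gene. According to the methods, the authors aligned the reads with HISAT and Bowtie2 and quantified the genes with RSEM. The deposited expected counts are RSEM's estimates per gene, without normalization between libraries, and 71.7% to 76.7% of them in a library are whole numbers within a tolerance of 1e-06. The deposited FPKM values, which the methods call RPKM, were scaled by the authors for gene length and library size. The genome build, the annotation and the versions of the tools are not given in the sources used here. Genes are listed by NCBI gene ID, and only genes with an FPKM of at least 0.01 are listed in a library, between 15211 and 16318 genes, so that a gene missing from a table was taken as 0. Of the 18055 gene IDs in any library, 17998 were matched by ID to the RefSeq table of GRCm38.p6 and 11 through a RefSeq accession. No gene encoded by the mitochondrial genome was analysed here. The GC content of 97.8% of the genes was taken from GENCODE M21 transcripts, and removal of the GC trend left the other genes uncorrected.

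Expected counts were rounded and tested with edgeR 4.0.16 in R 4.3.3. The model held the 5 groups as one factor over all 10 libraries, with TMM normalization (factors from 0.977 to 1.037), filterByExpr, and the quasi-likelihood F test. The filter left 14097 genes and dropped 3958. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. The contrasts were each FFA against Vehicle, NTP with an FFA against that FFA, NTP with an FFA against Vehicle, the difference between the NTP effects under PA and LA, and NTP across both FFAs in the 8 libraries treated with an FFA (14027 genes). The direct contrasts of PA with LA and of PA+NTP with LA+NTP were added after the values were seen. Overlaps between lists were counted from the same fit and set beside 20 simulations in which no group differed and 20 in which the NTP groups equaled their FFA groups. Gene families fixed by symbol were tested with limma 3.58.1 by camera with a preset correlation of 0.01 and by fry, and markers of 6 cell types were listed by symbol.

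The named genes follow a rule set in advance. It takes the genes the results text names, the 3 genes with the largest mean change among those lowered by both FFAs and raised by NTP and the 3 among those raised and then lowered, with a mean FPKM of at least 1, and, from Fig. 2D,E, the genes drawn as lowered by NTP and Cox6a1. The symbols of Fig. 2D,E were read from the picture and only tallied.

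The depth per library ranged from 13142588 to 60046937 expected counts. Intervals on ratios of few counts are exact 95% intervals, the floor is 3 counts over a group, and both cover counting error only. Replicate tables were compared before use, and no library repeated its replicate. The pipeline was tested on simulated data for the comparison of PA with Vehicle over 14097 genes, of which 200 were changed. It recovered 196 of the changed genes (98%) with 7 false calls. The planted changes all exceeded the fold threshold and lay in genes above a minimum of mean expression. The shares recovered therefore do not describe genes with few counts. A GC trend planted in the simulated libraries gave 315 false calls, and 9 after the trend was removed. At a probability of 0.95 the NOISeq rule recovered 35% of the changed genes.

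The alternatives were DESeq2 1.42.0, library-size scaling, no filter or a filter at a mean FPKM of 1, adjusted p without a fold threshold, the NOISeq rule at probabilities of 0.95 and 0.8, limma on log2(FPKM + 1), on log2(FPKM + 0.1) and on quantile-normalized FPKM, fits of only the groups compared, the replicate number as a block, removal of a smooth trend on gene length or GC content (loess, span 0.4), and leaving out each library. Thinning every library to 13142555 counts, a block with the GC trend removed, and a block by the numbers of the deposited files were added after the values were seen. NOISeq was written from its published definition, and its NOISeqBIO variant was not run. Shared sequence was measured as the share of a gene's 31-base sequences that occur in transcripts of other genes. Sequences were matched to GENCODE M21 on GRCm38, and the RefSeq table of GRCm38.p6 was used only for symbols and for which genes are neighbors. Exons of the named genes were compared with exons of other genes in GENCODE M21. Fisher's exact tests of the families were added after the values were seen.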

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

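The direct contrasts in this part, and the tests of GC content, of thinning and of cell markers, were chosen after the results had been seen.

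A direct test found genes that differed between the FFAs. In edgeR's quasi-likelihood test, 455 genes differed between PA and LA, 167 higher and 288 lower with PA, and 539 genes differed between PA+NTP and LA+NTP, 194 higher and 345 lower with PA+NTP. The count of 455 was 241 without the second PA library and 274 without the first LA library, and without any other single library it lay between 329 and 510. The count of 539 was 346 without the first LA+NTP library and lay between 446 and 614 without any other. Among the genes with a mean FPKM of at least 1 that differed between PA and LA, the largest difference was in S100g, with a log2 fold change of -4.90 (standard error 0.92, adjusted p = 0.00381 from edgeR's test). Cxcl5 (4.29, adjusted p = 9.94e-05) and Ccl3 (2.80, adjusted p = 0.000127 in edgeR's test) were higher with PA. Their changes against Vehicle were 4.76 and 2.75 with PA, 0.47 and -0.06 with LA, and 3.96 and 2.81 with PA+NTP. The value of S100g rested on single PA libraries, since its log2 fold change was -3.06 without the second PA library, where it was no longer called (adjusted p = 0.118 in edgeR's test), and -8.465 without the first (adjusted p = 0.00462). Cxcl5 and Ccl3 were called without any single library, at log2 fold changes of 4.10 to 4.49 and 2.49 to 3.29. These 3 genes were chosen after their values were seen.

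GC content is argued against as the whole cause, since 429 of the 455 genes were still called when the GC trend was removed, and 469 of the 539. Genes without a GC value were left uncorrected and are not covered by this. Depth is argued against as well, since 323 and 408 of them were still called when all libraries were thinned to the smallest total. A different share of non-hepatocyte cells stays open for PA against LA. Marco, a gene of Kupffer cells (liver macrophages), had a log2 fold change of 2.46 with PA against Vehicle, while C1qc, C1qa and Clec4f of the same list changed by -2.28, -1.33 and -1.90, and 3 of the 8 tested genes of the list were higher. With LA against Vehicle, Marco changed by 0.125 and C1qc, C1qa and Clec4f by -1.60, -0.20 and -0.18. C1qc was thus lower with both FFAs. The group means of these 4 genes lay at an FPKM under 4. A change of state in such cells cannot be told apart from a change in their number. The FFAs differ in kind and in dose (200 and 12 μM), which the design does not separate, and a biological difference between them was not tested further.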

How the results depend on the processing

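Thinning, the GC trend with the block, the block by the numbers of the deposited files, the direct contrasts of PA with LA, and Fisher's exact tests of the families were chosen after the values were seen. The other alternatives were set before the data were examined.

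In the 4 main contrasts, each FFA against Vehicle and NTP against each FFA, no named gene changed direction in the alternatives run. Over the alternatives set in advance with all libraries kept, 908 of 1012 values of named genes in the 4 main contrasts stayed on their side of the threshold, 92 were no longer called and 12 were newly called. Over those added later, 178 of 200 stayed, 20 were no longer called and 2 newly called. With a library left out, 649 of 680 stayed, 24 were no longer called and 7 newly called. Of the counts of called genes, 155 of 265 stayed within 1.5 times in the first group, 34 of 53 in the second and 166 of 178 in the third. The direct contrasts of PA with LA and of PA+NTP with LA+NTP are not among these counts.

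The NOISeq rule at a probability of 0.95 called 1 gene lower and 5 higher with PA, 2 and 8 with LA, 2 higher and 6 lower with PA+NTP against PA, and 2 and 9 with LA+NTP against LA. It left 1 recovered gene with PA, 1 with LA and 1 with both, 4, 8 and 4 reversed genes, 0 genes between PA+NTP and Vehicle and 1 between LA+NTP and Vehicle. Beside that 0, edgeR called 402 genes and DESeq2 359, and 3476 genes had an unadjusted p under 0.05 in edgeR. At 0.8 the counts were 361 and 208 with PA, 345 and 124 with LA, 297 and 109 with PA+NTP, 752 and 328 with LA+NTP, 191, 319 and 150 recovered, 80, 110 and 49 reversed, and 125 and 38 against Vehicle. The cause was not tested.

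With the GC trend removed, 750 genes were lower and 456 higher with PA, 341 and 128 with LA, 565 higher and 283 lower with PA+NTP, and 531 and 284 with LA+NTP. The recovered genes were 325, 285 and 171 for PA, LA and both, and the reversed genes 155, 99 and 62. NTP across both FFAs gave 1007 genes and LA+NTP against Vehicle 7. Adding the block gave 767 and 463, 346 and 133, 584 and 298, and 541 and 298, with 332, 290 and 172 recovered, 158, 101 and 63 reversed, 1029 across both FFAs, 23 against Vehicle, and 1 gene whose NTP effect differed between the FFAs.

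Without a fold threshold, the counts rose by construction to 3101 and 3310 with PA, 2886 and 2938 with LA, 3060 and 3246 with PA+NTP, and 3646 and 3611 with LA+NTP, with 2271, 2686 and 1871 recovered, 2533, 2731 and 2111 reversed, 1425 and 40 against Vehicle, and 8255 across both FFAs.

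In limma on log2(FPKM + 1), 791 genes were lower and 408 higher with PA, 181 higher with LA, 287 lower with PA+NTP, 491 lower with LA+NTP, 161, 155 and 85 reversed, 211 and 2 different from Vehicle, and 1352 changed across both FFAs. On log2(FPKM + 0.1), 284 were higher with LA, 414 lower with PA+NTP, 678 lower with LA+NTP, 235, 236 and 123 reversed, and 1 different between LA+NTP and Vehicle. On quantile-normalized FPKM the counts were 699 and 459 with PA, 537 and 249 with LA, 686 and 389 with PA+NTP, 963 and 650 with LA+NTP, 415, 497 and 304 recovered, 207, 219 and 108 reversed, 221 and 5 against Vehicle, and 1252 across both FFAs. The quantile-normalized values also had 1 added before the log, and this addition lowers the fold changes of genes with a low FPKM. Other causes were not tested.

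The count of 13 genes between LA+NTP and Vehicle became 5 with DESeq2, 37 in fits of the groups compared, 67 without a filter, 7 at a mean FPKM of 1 and 30 with the length trend removed and the block. The count of 0 genes whose NTP effect differed between the FFAs in edgeR (1029 at an unadjusted p under 0.05) became 5 with DESeq2, 41 without a filter and 4 with the length trend removed and the block. The causes were not tested.

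Library-size scaling moved the split of directions. The share of higher genes among those called was 33.2% with LA and 63.1% with PA+NTP, and became 23.1% and 74.2%. In limma on log2(FPKM + 1) the shares were 20.9% and 75.4%.

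The median of the oxidative phosphorylation genes lay near 0 and changed sign in some settings. With PA it was 0.0043 with the GC trend removed (0.0027 with the block added) and 0.0123 with the length trend removed (0.0117 with the block added). With PA+NTP it was 0.0137 under library-size scaling, 0.0082 and 0.0083 in limma on log2(FPKM + 1) and log2(FPKM + 0.1), and 0.0376 on quantile-normalized FPKM. DESeq2 gave 0.1528 with LA+NTP at an adjusted p of 0.0494, which passed, where the other alternatives ranged from 0.109 to 0.988. The causes were not tested. With libraries left out, the medians were -0.0934 to 0.0132 with PA, -0.1124 to 0.0173 with PA+NTP, -0.1445 to -0.0527 with LA and 0.1018 to 0.1932 with LA+NTP. The sign changed with PA without the first Vehicle library (0.0122) and the second PA library (0.0132), and with PA+NTP without the first PA+NTP library (0.0173).

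When a library was left out, its group's other library was assumed to vary like the other groups. The counts of differences from Vehicle then ranged from 219 to 484 for PA+NTP and from 0 to 27 for LA+NTP, and the count of genes whose NTP effect differed from 0 to 5. The first was 219 without the first Vehicle library and 250 without the second. The second was 2 and 0 without these (1191 genes at an unadjusted p under 0.05 beside the 0), 27 without either PA+NTP library, 5 without either LA library, and 6 and 4 without the first and second LA+NTP library. The third was 5 without the second PA library and 2 without the second PA+NTP library. The counts of the direct contrasts, PA with LA and PA+NTP with LA+NTP, moved by more than 1.5 times without some libraries. The remaining counts of called genes stayed within 1.5 times.

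Libraries of the same number were not paired by the paper or the labels, and their deviations from the group means correlated at -0.069 to 0.127 across genes, above 0.1 in 2 of 10 pairs of groups. With the replicate block, LA+NTP against Vehicle gave 24 genes and the NTP effect differed in 1, and the direct contrasts gave 478 and 572. A block by the numbers of the deposited files gave 30 and 1.

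Depth differed 4.57-fold between libraries. Thinned to the smallest total, 479 genes were lowered by both FFAs and recovered, 437 of them among the 516. NTP across both FFAs was not run under the NOISeq rule, in fits of the groups compared, with the block by file numbers or without a Vehicle library, the difference between the NTP effects was not run under the NOISeq rule, and the oxidative phosphorylation set was not run under the NOISeq rule, with thinning or with the block by file numbers.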

Differences from the paper's values

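None of the 10 counts of genes that the paper states differed by more than 1.5 times from the counts of the main edgeR fit. With the GC trend removed all 10 did, for example 750 genes lowered by PA against the paper's 1349. All 10 also did without a fold threshold. Without the second LA library, the genes raised by LA and those of them lowered by NTP differed by more than 1.5 times. For the genes lowered by both FFAs and restored by NTP, the paper's value is 617 and the value here is 516, and for the genes raised by both and reversed the paper's value is 162 and the value here 217. The rule in the paper's methods, NOISeq with a fold change of at least 1.5 and a probability of at least 0.95, gave 1 and 4 genes as computed here, and 150 and 49 at a probability of 0.8. The paper's text names no variant of NOISeq. The values here come from its published definition, with the noise taken from the replicates of the groups compared, and the NOISeqBIO variant was not run, so they are not the counts of a setting the paper names.

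The paper describes PGC-1β as lowered by PA and LA and reversed by NTP, from RNA-Seq and also from qPCR. Only the RNA-Seq values were compared here. Its gene, Ppargc1b, was called with LA and with NTP under both FFAs. With PA it was lower (log2 fold change -0.54) at an adjusted p of 0.0432 from edgeR's test, but by less than 1.5-fold. Of the alternatives, only the one without a fold threshold called it with PA, and its adjusted p ranged from 0.0299 to 0.502 over them.

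Of the 63 genes drawn in Fig. 2D,E, which the paper selected from these same libraries, all moved in the direction shown and 42 were called in all 4 contrasts. The match in direction is thus no independent check. Others of the 63 were called under some alternatives. Without dropping any of the 42, the number called was 59 without a fold threshold, 57 in limma on log2(FPKM + 0.1), 55 under library-size scaling, 48 at a mean FPKM of 1, 45 without a filter on low counts, and 43 each in fits of the groups compared, with the replicate block and without the first LA+NTP library. Others were also called, with some of the 42 dropped, in limma on log2(FPKM + 1) (42 called, 4 dropped) and on quantile-normalized FPKM (34 and 13), with the length trend removed with or without the block (41 and 3), with the GC trend removed (11 and 33), by the NOISeq rule at a probability of 0.8 (19 and 24), and without the first or second Vehicle library (43 and 4, 44 and 2), PA library (38 and 6, 41 and 4) or LA library (41 and 3, 43 and 2) or the second PA+NTP library (42 and 1). Of the alternatives chosen after the values were seen, thinning called 43 and dropped 1, the block by the numbers of the deposited files called 41 and dropped 2, and the GC trend removed with the block called 11 and dropped 33. At a probability of 0.95 the NOISeq rule called 0 of them, where edgeR called 42 and DESeq2 42.

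Mup9, drawn among those lowered by NTP, was called here with LA (log2 fold change 1.92) and with LA+NTP (-1.56), though with LA not without the first Vehicle (1.15) or first LA library (1.39) and with LA+NTP not without the first LA (-1.03) or first LA+NTP library (-1.18). It was not called with PA (adjusted p = 0.0533 from edgeR's test) or with PA+NTP against PA (0.0831). Both of these were called without a filter on low counts, by the NOISeq rule at a probability of 0.8, in fits of the groups compared, and without the second Vehicle library (4.27 and -1.29). With PA it was also called in limma on log2(FPKM + 1), log2(FPKM + 0.1) and quantile-normalized FPKM, with the length trend removed with and without the block, and without either PA+NTP (1.50 and 1.49) or either LA+NTP library (1.50 and 1.51), while without the first Vehicle library its change was 0.74. With PA+NTP it was also called without the first Vehicle library (-1.28). Thinning, chosen after the values were seen, called it with PA and dropped 1 of the 42 drawn genes called in all 4 contrasts, and the block by the numbers of the deposited files, also chosen after the values were seen, called it with PA+NTP and dropped 2 of the 42. Without the filter on low counts, the change of Mup9 with PA was 1.49 and its adjusted p in edgeR's test 3.66e-11. Its Vehicle libraries had 7 and 117 counts, so that small value does not reflect the spread between them.

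The paper reports GO terms of mitochondria and complex IV among the commonly changed genes. In the set tests here the nuclear genes of oxidative phosphorylation were not enriched among the commonly recovered genes (5 of 92, 3.37 expected, Fisher's exact test, two-sided, p = 0.392), while the complex IV genes Cox7c, Cox8a and Cox6a1 were each called in all 4 contrasts. Neither complex IV nor mitochondrial genes as a whole were tested as a set. The result for the wider set thus neither contradicts nor checks the paper's terms. DESeq2's values called the set with LA+NTP (median 0.15, adjusted p = 0.0494).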

Other observations

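Of the tests in this part, those of genes kept or lost after GC removal, of thinning, of the size of the share of the most abundant genes, of shared sequence, of the transcript lists and of cell markers with each FFA were chosen after the result had been seen.

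The fold changes followed the GC content of the transcripts. Across genes, which are not independent replicates, Spearman's rho of the log2 fold change with GC content was -0.523 for PA and -0.643 for LA against Vehicle, and 0.578 and 0.681 for NTP against PA and LA. In the most expressed of 4 equal groups of genes it was -0.661, -0.790, 0.722 and 0.802. Both coding sequence and 3′ UTR carried the relation, with a partial rho in LA against Vehicle of -0.311 for the 3′ UTR at a given coding GC content and -0.382 for the coding sequence at a given 3′ UTR content. A GC bias of the libraries could give this pattern, and a treatment that acts on GC-rich transcripts could give it as well. The trend sets the 4 libraries with an FFA alone apart from the other 6, so the bias and the treatment cannot be told apart. A difference in library preparation between these 2 sets stays open too. The gene length less the effective length implied by the counts and the FPKM was 37.5 bases in every library, and a value that is the same in all libraries decides nothing. No batch or date is given in the labels.

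Part of the reversal lies outside the trend. Of the 516 genes lowered by both FFAs and recovered by NTP, 131 were still called after the GC trend was removed. For those with a GC value, this argues against GC content as their whole cause. A GC value was known for 96.3% of the 516 genes. The others were left uncorrected, so that for any of them among the 131 the removal decides nothing. Simulated unchanged groups gave 0 genes in a fit without that removal (20 simulations of each of 2 kinds). For the 385 genes that were lost, GC content and treatment cannot be told apart, because the trend follows the groups. Without the GC trend, correlations between the FFA and NTP contrasts with no common library were -0.385 and -0.395 for PA and -0.432 and -0.471 for LA.

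Shared libraries are argued against as the whole cause of the reversal. In contrasts with no common library, PA against Vehicle correlated with PA+NTP against PA at -0.479. Depth is argued against too, since 437 of the 516 genes were still called after thinning. The totals overlapped between PA and Vehicle, LA and Vehicle, and PA+NTP and PA, although the totals of both LA+NTP libraries lay above those of both LA libraries, which had been set as what a cause in depth would show. The 10 most abundant genes took 7.15% to 8.27% of the counts in the 4 libraries with an FFA alone and 7.58% to 8.52% in the other 6. These ranges overlap and are small shares, which argues against a few genes taking most of the counts. Splits of the libraries do not exclude chance at a level of 0.05 for the effect of NTP across both FFAs. Of the 35 ways to split the 8 libraries into 4 and 4, 1 (the real split) gave as many as 2483 genes in edgeR's test, the smallest share these splits can give. Many of these splits exchange libraries between the FFAs, which differed in the direct contrasts. The libraries are thus not interchangeable, and fewer splits keep the FFAs balanced. The other splits leave some or all of the difference by NTP in the spread between libraries.

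A few genes had large fitted changes. In edgeR's test, 17 genes were called with a fitted log2 fold change of at least 3 in size in all 4 contrasts, 12 higher and 5 lower with the FFAs and the opposite with NTP. The limit of 3 was chosen after the values were seen, as were the genes named here. Several of the 17 lay at or near 0 in the lower group, where a fitted fold change depends on the prior count and is no bound. Snhg9, at 0 counts with LA, was at least 7.76-fold lower there than in Vehicle, with the floor at 3 counts over the group. Cdnf had an FPKM of 11.2 to 13.7 in the 4 libraries with an FFA alone and 0.90 to 1.48 in the other 6, and Lrrc17 2.05 to 2.49 and 0.03 to 0.14. Of the 17 genes, 35.3% have only non-coding transcripts, against 5.60% of the other tested genes (Fisher's exact test, two-sided, p = 0.000233). Of the 15 with a transcript sequence, 3 share at least 50% of their 31-base sequences with other genes, against 4.45% of the other tested genes (Fisher's exact test, two-sided, p = 0.0269). Reads shared between paralogs or pseudogenes are argued against for the 7 genes with under 10% shared, Cdnf and Lrrc17 among them, and stay open for the 3 genes with at least 50%, for the 5 in between and for the 2 without a sequence.

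Other explanations of these 17 genes stay open. Hepatocytes of other animals in the 4 libraries with an FFA alone are one. Of 4 Y-linked genes, 3 (Ddx3y, Eif2s3y and Uty) had ranges that separated these libraries from the other 6, which had been set as what other animals would show, with Eif2s3y at 67.1 to 73.7 against 45.1 to 52.9 FPKM. Kdm5d overlapped (8.78 to 9.31 against 7.56 to 9.37), and Xist, expressed in female cells, was at most 0.03 in every library, so the values neither exclude nor require other animals. These FPKM were not corrected for the GC trend, which separates the same sets of libraries. Whether that trend gives these ranges was not tested. A strain or donor variant stays open as well. By the gene order of the RefSeq table of GRCm38.p6, 5 pairs of neighbors lay among 227 genes still called in all 4 contrasts without the GC trend, against a mean of 3.42 in 10000 random lists, of which a share of 0.263 had as many, but that list is wider than the 17 genes. The transcript lists differed between the libraries for 0 genes, and the authors' filters on the reads were not tested. A response of the cells to the FFAs was not tested further.

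Of the marker lists of non-hepatocyte cells, 29 genes passed the filter on low counts in these hepatocyte libraries. With LA, 6.90% of them (2 genes) were called, against 10.6% of all tested genes. These are too few to tell the shares apart, and several of the markers were low (Clec4f 0.18, Epcam 0.06, Reln 0.44 and Ptprc 0.46 FPKM in Vehicle). The 8 endothelial markers, at 0.75 to 9.61 FPKM in Vehicle, changed by -0.27 to 0.29 with LA, and none was called. The 2 called genes were a Kupffer and a stellate cell marker, both lower. A different share of non-hepatocyte cells stays open with LA. With PA, 31% of the 29 markers were called, 2 higher and 7 lower, against 14.9% of all tested genes. A change in other cells stays open there as well. The median log2 fold changes with PA were -0.84 for Kupffer cells, -0.22 for endothelial cells, -0.62 for stellate cells, -0.44 for cholangiocytes and 0.58 for leukocytes (2 genes), and -0.31 for the hepatocyte list, in which Apoa1, Serpina1c and Ttr fell by 1.32, 0.99 and 0.94. With LA these medians were -0.15, -0.18, 0.10, 0.05, -0.16 and 0.11. Spp1, listed for cholangiocytes, had an FPKM of 588 in Vehicle, which limits that list as a marker of other cells.

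Of the gene families, the proteasome was higher with PA (median log2 fold change 0.26, adjusted p = 0.000853 in limma's camera test over 36 tests, 5.11e-06 to 0.988 over the alternatives) and the cytosolic ribosome was lower with LA (-0.19, adjusted p = 0.00833 in camera, 3.22e-05 to 0.988). Neither changed direction under any scaling. Under fry the first held (adjusted p = 0.00496) and the second did not (0.112), and with a correlation estimated from the data camera passed neither (0.988). The ribosome result was also lost with the length trend removed (-0.09, adjusted p = 0.126 in camera), with the GC trend removed (-0.12, 0.0756), on quantile-normalized FPKM (-0.12, 0.0942) and without the first Vehicle library (-0.13, 0.0597). Fry called 7 of the 36, among them lipogenesis genes in all 4 contrasts, with medians of -0.16 and -0.14 with PA and LA and of 0.03 and 0.12 with NTP, where camera called none of these.

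With edgeR's values the oxidative phosphorylation genes were not called as a set in any of the 4 main contrasts in camera, and with DESeq2's values only with LA+NTP (adjusted p = 0.0494). With PA and with LA against Vehicle the set was not called in any alternative run, so tests of what would lower it decide nothing. With LA the median was -0.0028 without the length trend and -0.037 without the GC trend.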
